# RNA m^5^C oxidation by TET2 regulates chromatin state and leukaemogenesis

**DOI:** 10.1038/s41586-024-07969-x

**Published:** 2024-10-02

**Authors:** Zhongyu Zou, Xiaoyang Dou, Ying Li, Zijie Zhang, Juan Wang, Boyang Gao, Yu Xiao, Yiding Wang, Lijie Zhao, Chenxi Sun, Qinzhe Liu, Xianbin Yu, Hao Wang, Juyeong Hong, Qing Dai, Feng-Chun Yang, Mingjiang Xu, Chuan He

**Keywords:** Molecular biology, Chromatin

## Abstract

Mutation of tet methylcytosine dioxygenase 2 (encoded by *TET2*) drives myeloid malignancy initiation and progression^1–3^. TET2 deficiency is known to cause a globally opened chromatin state and activation of genes contributing to aberrant haematopoietic stem cell self-renewal^4,5^. However, the open chromatin observed in TET2-deficient mouse embryonic stem cells, leukaemic cells and haematopoietic stem and progenitor cells^5^ is inconsistent with the designated role of DNA 5-methylcytosine oxidation of TET2. Here we show that chromatin-associated retrotransposon RNA 5-methylcytosine (m^5^C) can be recognized by the methyl-CpG-binding-domain protein MBD6, which guides deubiquitination of nearby monoubiquitinated Lys119 of histone H2A (H2AK119ub) to promote an open chromatin state. TET2 oxidizes m^5^C and antagonizes this MBD6-dependent H2AK119ub deubiquitination. TET2 depletion thereby leads to globally decreased H2AK119ub, more open chromatin and increased transcription in stem cells. *TET2-*mutant human leukaemia becomes dependent on this gene activation pathway, with *MBD6* depletion selectively blocking proliferation of *TET2*-mutant leukaemic cells and largely reversing the haematopoiesis defects caused by *Tet2* loss in mouse models. Together, our findings reveal a chromatin regulation pathway by TET2 through retrotransposon RNA m^5^C oxidation and identify the downstream MBD6 protein as a feasible target for developing therapies specific against *TET2* mutant malignancies.

## Abstract (web summary)

Chromatin-associated retrotransposon RNA 5-methylcytosine can be recognized by the methyl-CpG-binding-domain protein MBD6, which guides deubiquitination of nearby monoubiquitinated Lys119 of histone H2A to promote an open chromatin state in TET2-deficient cells.

## Main

TET methylcytosine dioxygenases (TET1, TET2 and TET3) mediate oxidation of DNA 5-methylcytosine (5mC) to regulate gene expression in a wide range of different biological systems^6–8^. Among them, *TET2* is unique in that it distinctly exhibits high mutation ratios in myeloid malignancies (Extended Data Fig. 1a), with frequent *IDH* mutations observed in human cancers also thought to mainly act through TET2 inhibition^9–11^. TET2 deficiency led to genomic DNA hypomethylation^9^, suggesting that functional outcomes caused by TET2 deficiency might not primarily associate with its DNA oxidation activity. TET2 is also unique among TET enzymes in that it is not covalently linked to the zinc-finger CXXC domain protein CXXC4 or CXXC5^12–14^; the interaction between TET2 and CXXC4/CXXC5 is critical for DNA binding by TET2^15^ (Extended Data Fig. 1b). In mouse embryonic stem (mES) cells, it was shown that TET2 binds to PSPC1, an RNA-binding protein, to mediate RNA 5-methylcytosine (m^5^C) oxidation^16^. Other studies also reported RNA m^5^C oxidation by TET2 or *Drosophila* TET homologue^17–20^. We and others have recently reported chromatin regulation through reversible *N*^6^-methyladenosine modification on chromatin-associated RNA (caRNA)^21–25^. These advances prompted us to examine potential chromatin regulation through TET2-mediated caRNA m^5^C oxidation.

*Tet2*-knockout (KO) mES cells exhibited more open chromatin (Fig. 1a) and elevated global transcription (Fig. 1b) compared with the wild type (WT). Transcription rates of protein-coding genes were also higher in *Tet2*-KO mES cells when compared to those in WT (Extended Data Fig. 1c–e). 

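Nascent RNA from WT and *Tet2*-KO mES cells was labelled with 1 mM 5-ethynyl uridine (EU) for 10, 20 or 40 min, captured on streptavidin beads and sequenced. Each of the 6 combinations of genotype and labelling time had 3 replicates, for 18 libraries in total. The methods name a single WT and a single *Tet2*-KO line, so the replicates are dishes of these lines and not separate knockout clones. The authors deposited the number of reads that they counted on each gene, without normalization. In WT, between 21919602 and 22294342 reads per library were counted on genes at 10 min (median 22261918), between 18929993 and 21470988 at 20 min (median 19650600) and between 20433043 and 23069143 at 40 min (median 20588648). The corresponding totals for *Tet2*-KO were 18019586 to 22485051 at 10 min (median 19057565), 18890266 to 19457641 at 20 min (median 19315311) and 17931614 to 20221299 at 40 min (median 18956413). Every one of the 18 pairs of replicates differed by more than the counting noise of the reads, with a mean chi-square per gene of 1.70 to 6.11, so no library was taken as a second copy of another. This covers counting error only and does not show how far the samples were handled separately. Levels were calibrated by the ERCC spike-in reads of each library. Reads on *Tet2*, from 133463679 to 133545139 on chromosome 3 of mm10, were not lost in the libraries labelled *Tet2*-KO. The level of *Tet2* per 1000 ERCC reads was 27.8 ± 2.46 (SD, n = 3) at 10 min, 102 ± 7.63 at 20 min and 182 ± 7.41 at 40 min in WT, and 51.0 ± 2.76, 121 ± 7.97 and 254 ± 18.96 in libraries labelled *Tet2*-KO. A total over the gene does not show whether an exon is deleted, so the genotypes below are those of the labels.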

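The total level of nascent RNA was taken as the reads on all protein-coding genes per ERCC read. In WT it was 43.2 ± 3.66 (SD, n = 3) at 10 min, 136 ± 8.05 at 20 min and 229 ± 9.53 at 40 min of EU. In libraries labelled *Tet2*-KO it was 88.9 ± 5.25, 192 ± 11.9 and 370 ± 29.6 at the same times. The ratio of the means was 2.06, 1.41 and 1.61, and at each time every library labelled *Tet2*-KO lay above every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The transcription rate, the slope of this level on labelling time, was 5.98 reads per ERCC read per min in WT (standard error 0.476, n = 9) and 9.30 in libraries labelled *Tet2*-KO (standard error 0.481, n = 9), a ratio of 1.56. The two-sided exact permutation test set for the difference of 3.33 exchanged the genotype labels within each labelling time in all 8000 ways and gave p = 0.121. With these levels it could not go below 0.1, because all 800 exchanges that kept the real split at 40 min or its mirror gave a difference at least as large, so it decides nothing about the slopes. Of the alternatives, the fit of 10 and 20 min only moved the ratio most towards 1, to 1.11, and 20 and 40 min only moved it up to 1.92. A slope through the origin, which compares the whole level, gave a ratio of 1.59 (exact permutation test, p = 0.00025, the smallest that it can give). The mean over the 3 labelling times of the log2 ratio of the levels was 0.74 (p = 0.00025 in the same exact permutation test), a measure chosen after the p-value of the slopes had been seen.

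**Figure D1:**
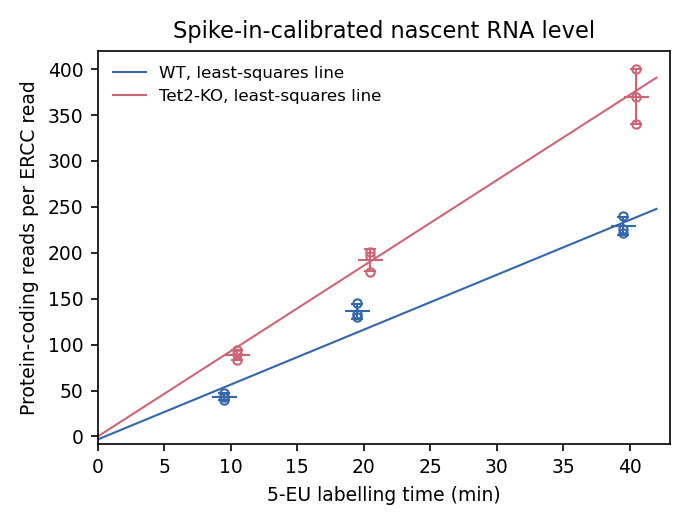
Reads on protein-coding genes per ERCC read against the EU labelling time in min, for WT and for libraries labelled Tet2-KO. Circles are the 18 libraries, horizontal marks with bars are the mean and SD of 3 libraries, and lines are the least-squares fits with slopes of 5.98 and 9.30 per min. The genotypes are drawn slightly apart sideways. Every library labelled Tet2-KO lies above every WT library of the same labelling time.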

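Rates of single genes were fitted for the 15158 protein-coding genes with enough reads (edgeR's filterByExpr). The slope was positive in both genotypes for 15075 of them, and the median log2 ratio of the rates, *Tet2*-KO over WT, was 0.62 (quartiles 0.37 and 0.89). The rate was larger in libraries labelled *Tet2*-KO for 89.3% of the 15158 genes. Genes are not independent replicates, so no test across genes is given. With TMM-normalized CPM in place of the spike-in calibration, the median was -0.32 over the 5952 genes with a positive slope in both, and the share 48.9%. Such CPM has a fixed total, so its slope shows a change in a gene's share of the reads and not a rate. The level at each labelling time was also compared for the 19910 genes tested, of which 16023 were higher and 827 lower in libraries labelled *Tet2*-KO on average over the 3 times (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05), with a median log2 fold change of 0.70. At 10 min 15730 genes were higher and 418 lower, at 20 min 10686 and 967, and at 40 min 13579 and 566. With TMM normalization of the gene counts, 5690 were higher and 5546 lower on average. From the rates in Extended Data Fig. 1c–e, the paper states that transcription of protein-coding genes was faster in *Tet2*-KO mES cells.

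**Figure D2:**
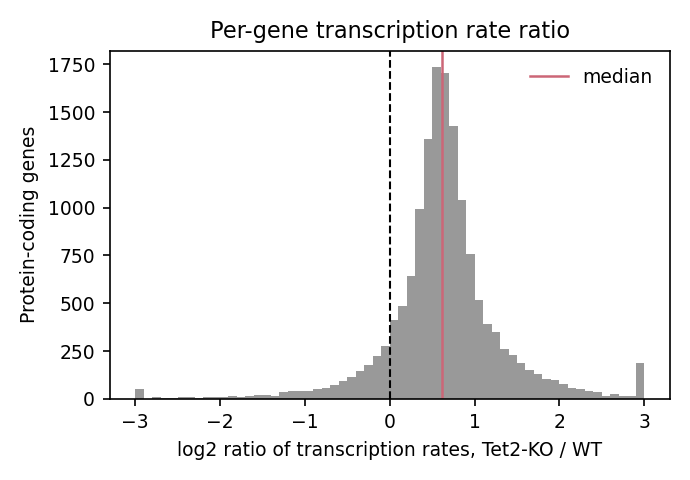
Number of protein-coding genes by the log2 ratio of their transcription rates, Tet2-KO over WT, for the 15075 genes with a positive rate in both. The dashed line marks equal rates, the solid line marks the median of 0.62, and ratios beyond either end of the axis are drawn in its last bin.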

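A list of 18 genes was chosen from those that the paper names, and it does not hold all of them. Of these, 17 were tested, and 16 were higher in libraries labelled *Tet2*-KO over all genes tested and also when adjusted over the list alone. With TMM normalization, 3 were higher and 6 lower. *Pspc1*, on chromosome 14 from 56720710 to 56778316, had a log2 fold change of 0.65 averaged over labelling times (standard error 0.05, adjusted p = 1.47e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.046 with TMM normalization, where it was called lower (adjusted p = 0.0109 from edgeR with Benjamini-Hochberg adjustment). *Nsun2*, on chromosome 13 from 69533746 to 69635780, had a log2 fold change of 0.72 (standard error 0.05, adjusted p = 1.35e-36 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.026 with TMM normalization, where it was not called (adjusted p = 0.247 from edgeR with Benjamini-Hochberg adjustment). *Cxxc4* was the gene without a call (log2 fold change -0.36, adjusted p = 0.317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its value was -1.05 with TMM normalization, which was past the threshold (adjusted p = 0.00891 from edgeR with Benjamini-Hochberg adjustment). *Cxxc4* had few reads, from 8 to 22 per library in WT and 0 to 12 in libraries labelled *Tet2*-KO. With TMM it was past the threshold at 10 min (log2 fold change -2.10) but not at 20 min (-0.31) or 40 min (-0.74). Among protein-coding genes with a mean log2 CPM above 2, an adjusted p under 0.05 and no overlap between the genotypes at any of the 3 labelling times, the log2 fold changes farthest below 0 belonged to *Ubd*, *Zbbx*, *Ddx3y*, *Uty* and *Egr1*, and those farthest above 0 to *Gm37596*, *Kctd16*, *Ttll11*, *Tpte* and *Wdr64*. *Ubd* had between 481 and 591 reads in the 9 WT libraries and at most 1 in the 9 libraries labelled *Tet2*-KO, and was at least 99.3-fold lower. *Ddx3y* and *Uty* lie on the Y chromosome. *Kctd16* had a log2 fold change of 5.04 (standard error 0.09) and *Egr1* of -2.85 (standard error 0.11), with the same sign under TMM normalization. In the libraries of both genotypes, no named gene changed sign when any single library was left out.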

The more-open chromatin state agrees well with the previously reported global DNA hypomethylation caused by TET2 deficiency^26^ (Extended Data Fig. 1f) but is inconsistent with a predominant DNA 5mC oxidation function.

**Fig. 1:**
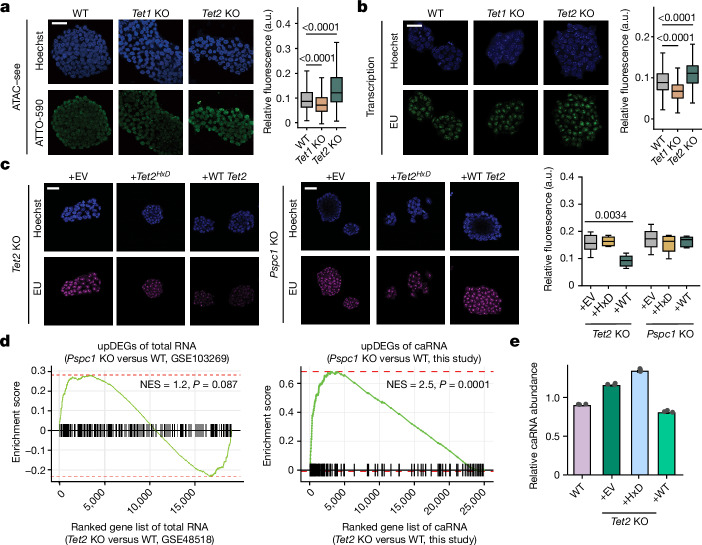
The elevated chromatin accessibility after *Tet2* depletion is facilitated by PSPC1 through its RNA-binding activity in mES cells. **a**,**b**, Representative immunofluorescence images and quantification characterizing chromatin accessibility (**a**) and nascent RNA synthesis rate (**b**) of WT and *Tet2*-KO mES cells. a.u., arbitrary units; ATAC–see, assay of transposase-accessible chromatin with visualization; EU, 5-ethynyl uridine. **c**, Representative immunofluorescence images characterizing the nascent RNA synthesis rate in *Tet2-*KO (left) or *Pspc1*-KO (right) mES cells, overexpressing either an EV control, WT mouse *Tet2* (WT) or catalytically dead mouse *Tet2* (HxD). For **a**–**c**, six images were taken for each condition. For **a**–**c**, scale bars, 40 μm. **d**, GSEA enrichment analysis between genes upregulated (upDEGs) after *Pspc1* depletion and upregulated DEGs after *Tet2* KO in mES cells. Left, whole-cell RNA-seq (Gene Expression Omnibus (GEO): GSE103269 and GSE48518). Right, caRNA-seq (this study). **e**, Spike-in-calibrated overall caRNA levels in WT mES cells, and *Tet2*-KO mES cells overexpressing either EV control, WT or HxD. Data are mean. For **a**–**c**, the box plots show the median (centre line), upper and lower quartiles (box limits) and 1–99% (whiskers). *P* values were calculated using two-tailed Wilcoxon–Mann–Whitney tests (**a** and **b**), two-tailed unpaired *t*-tests with Welch’s correction (**c**) and two-tailed permutation tests (**d**). *n* = 3 biological replicates (**a**–**c** and **e**). The depicted genome-wide data represent an integration of three biological replicates. Source Data

To examine the functional outcomes of RNA oxidation by TET2, we studied *Pspc1-*KO mES cells. Spike-in-calibrated assay for transposase-accessible chromatin using sequencing (ATAC–seq) revealed globally increased chromatin accessibility in both *Pspc1*-KO and *Tet2-*KO mES cells (Extended Data Fig. 1g), with the more-opened chromatin loci notably overlapping and correlating with each other (Extended Data Fig. 1h,i). The DNA 5mC levels did not significantly change, while an increase in caRNA m^5^C levels was detected after *Pspc1* KO using ultra-high-performance liquid chromatography–tandem mass spectrometry (UHPLC–MS/MS) measurements (Extended Data Fig. 1j). The same chromatin openness and global transcription increases were observed in *Pspc1*-KO mES cells (Extended Data Fig. 1k,l). Overexpression of an RNA-binding-null PSPC1 mutant did not rescue these chromatin changes (Extended Data Fig. 1m). Moreover, overexpression of WT *Tet2*, but not its catalytic dead mutant (*Tet2*^*HxD*^, hereafter HxD)^27^, decreased the transcription rate and chromatin accessibility in *Tet2* KO, but not in *Pspc1*-KO mES cells (Fig. 1c). Global chromatin accessibility profiling also demonstrated a similar trend (Extended Data Fig. 1n,o). These results indicate that the TET2-mediated chromatin compaction and transcription repression are dependent on its enzymatic activity on RNA.

Consistent with the role of TET2 in suppressing transcription, the upregulation of caRNAs in *Pspc1*-KO mES cells, rather than whole-cell mRNAs, exhibited a stronger correlation with the changes observed after *Tet2* KO (Fig. 1d and Extended Data Fig. 1p). The elevated caRNA expression correlates with DNA hypomethylated regions instead of hypermethylated regions (Extended Data Fig. 1q). Overexpression of WT *Tet2*, but not HxD, was able to restore normal caRNA expression levels in *Tet2-*KO mES cells (Fig. 1e). Thus, while TET2 can act on either DNA or RNA, in mES cells, the TET2-mediated gene repression changes appear to be associated with its RNA-targeting activity.

## caRNA m^5^C oxidation by TET2

We next investigated whether m^5^C on caRNA is a substrate of TET2. UHPLC–MS/MS identified m^5^C in ribosomal RNA (rRNA)-depleted caRNAs (Fig. 2a). *Tet2* KO led to a notable increase in caRNA m^5^C level, accompanied by a decrease in the levels of its oxidation product 5-hydroxymethylcytosine (hm^5^C) (Fig. 2a and Extended Data Fig. 2a).

**Fig. 2:**
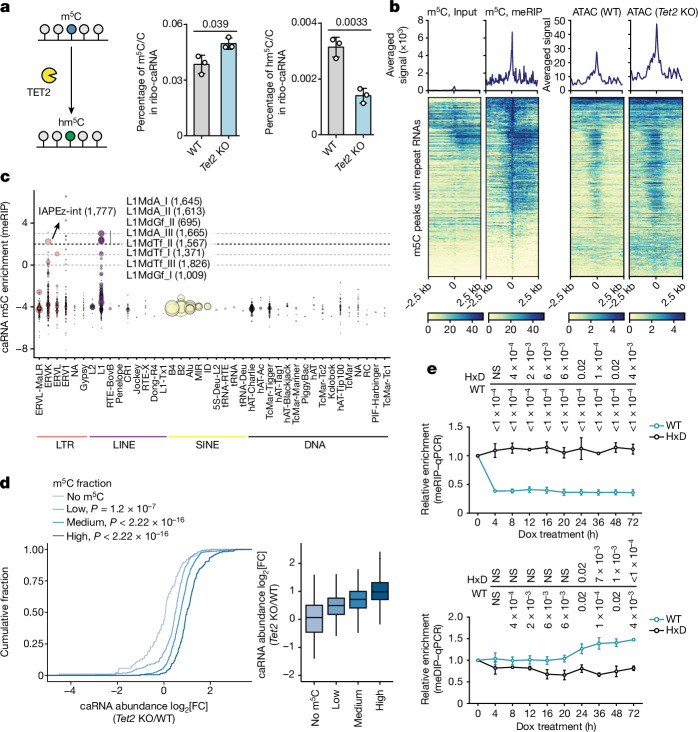
*Tet2* depletion led to elevated caRNA m^5^C methylation and abundance, resulting in local chromatin opening. **a**, The RNA m^5^C levels and 5-hydroxylmethylcytosine levels in the chromatin-associated fraction. m^5^C/C and hm^5^C/C values were obtained by normalizing absolute concentrations of m^5^C and hm^5^C to C. **b**, The average profile and heat map of the m^5^C level in WT mES cells, along with the corresponding ATAC–seq signals in WT and *Tet2-*KO mES cells on repeat RNA. The left colour bar shows meRIP signal and the right colour bar shows ATAC–seq signal. **c**, The m^5^C enrichment at various repeat RNA families. The size of each dot corresponds to the number of loci (subfamilies in ERVK or L1 shown) that were m^5^C methylated in WT mES cells. Exact loci numbers are indicated in parentheses. SINE, short interspersed nuclear element. **d**, Cumulative curve showing the log_2_-transformed fold change in repeat RNA expression after *Tet2* KO. Repeat RNAs were grouped on the basis of their m^5^C enrichment quantified by log_2_[IP/input] using m^5^C meRIP-seq data. No m^5^C, log_2_[IP/input] < 1; low, 1 ≤ log_2_[IP/input] < 2; medium: 2 ≤ log_2_[IP/input] < 3; high, log_2_[IP/input] ≥ 3. **e**, Local RNA m^5^C and DNA 5mC changes at IAP loci at different timepoints after DOX-induced dCas13–TET2-CD tethering. *P* values were determined by comparing values at the corresponding timepoints with values at 0 h, individually. qPCR, quantitative PCR. For **d**, the box plots show the median (centre line), the upper and lower quartiles (box limits) and 1.5× the interquartile range (whiskers). For **a** and **e**, data are mean ± s.d. *P* values were calculated using two-tailed unpaired *t-*tests with Welch’s correction (**a** and **e**). NS, *P* > 0.05. *n* = 3 biological replicates (**a** and **e**). The depicted genome-wide data represent an integration of three biological replicates. Source Data

We profiled caRNA m^5^C by methylated RNA immunoprecipitation followed by sequencing (meRIP–seq; Extended Data Fig. 2b,c). Most of the caRNA m^5^C peaks are in repeat RNA (Extended Data Fig. 2d). These m^5^C-marked repeat RNAs are associated with increased local chromatin accessibility (Fig. 2b and Extended Data Fig. 2e), with the long terminal repeat (LTR) and long interspersed nuclear element (LINE) families mostly enriched (Fig. 2c). We also performed quantitative amplicon sequencing analysis of selected amplicons among these repeat RNAs after ultrafast bisulfite treatment^28^. We observed more caRNA m^5^C hypermethylation in these amplicons from *Tet2*-KO mES cells (Extended Data Fig. 2f–i). ERVK and L1 families bear the most hypermethylation sites (Extended Data Fig. 2h). We examined ERVK and L1 with IAPEz-int/RLTR10 and L1MdA_I/II subfamilies as their respective representatives because they are the top-ranked subfamilies observed in the m^5^C meRIP enrichment. Compared with empty vector (EV) control or HxD, overexpressing WT *Tet2* caused notable decreases in chromatin accessibility in these repeat regions (Extended Data Fig. 2j). While intracisternal A particle (IAP) displayed an increase in local chromatin accessibility after either *Tet2* or *Pspc1* KO (Extended Data Fig. 2k), LINE1-associated chromatin accessibility increased only after *Tet2* KO but not *Pspc1* deletion (Extended Data Fig. 2k), suggesting that LINE1-associated chromatin changes may depend on TET2 in a PSPC1-independent manner.

We further analysed the correlation between caRNA expression changes with ATAC signals after *Tet2* KO. *Tet2* KO resulted in a global increase in chromatin accessibility (Extended Data Fig. 3a). While caRNA transcription only occurred at 46% of chromatin regions with identified ATAC peaks (Extended Data Fig. 3b), 60% of those with a more opened chromatin state also exhibited an increase in caRNA level after *Tet2* KO (Extended Data Fig. 3c). Changes in chromatin accessibility correlate well with caRNA increases in these regions (Extended Data Fig. 3d). m^5^C-marked caRNA abundance showed even greater increases after *Tet2* KO (Fig. 2d). These collectively suggest that chromatin-associated regulatory RNA (carRNA) m^5^C methylation regulates local chromatin accessibility.

NOP2/Sun RNA methyltransferase 2 (NSUN2) and DNA methyltransferase 2 (TRDMT1) are likely candidates that may install caRNA m^5^C, as both are known to localize in the cell nucleus and mediate RNA m^5^C methylation^29,30^. Only *Nsun2* depletion caused an approximately 70% decrease in caRNA m^5^C abundance (Extended Data Fig. 3e) without affecting the DNA 5mC levels (Extended Data Fig. 3f). *Nsun2* knockdown (KD) also led to a more-closed chromatin state (Extended Data Fig. 3g,h). These changed regions largely overlap and negatively correlate with the more opened chromatin loci in *Tet2-*KO mES cells (Extended Data Fig. 3i,j). Moreover, transcriptome-wide alterations caused by *Nsun2* depletion exhibited patterns that contrast the gene expression changes caused by *Tet2* depletion (Extended Data Fig. 3k–n).

Purified TET2 protein is known to mediate oxidation of RNA m^5^C to hm^5^C^18^. We also identified an increase in caRNA m^5^C in *Tet2-*KO mES cells (Fig. 2a), with IAP RNA from the LTR family as a notable example (Fig. 2c). IAP also had most hypermethylated m^5^C sites in response to *Tet2* KO (Extended Data Fig. 2g–i). *Tet2* depletion led to increased caRNA IAP m^5^C levels (Extended Data Fig. 2f–i), increased local chromatin accessibility (Extended Data Fig. 2j,k) and accelerated transcription of its target RNAs (Extended Data Fig. 4a), suggesting that IAP RNA is a main downstream regulator of the TET2-mediated chromatin regulation in mES cells.

We next blocked IAP RNA methylation using an anti-sense oligo (ASO) targeting its main m^5^C site (Extended Data Fig. 4b). This ASO selectively blocked IAP RNA m^5^C installation (Extended Data Fig. 4b), with IAP RNA levels remaining almost unchanged (Extended Data Fig. 4c). Administration of this ASO led to more closed local chromatin at IAP loci (Extended Data Fig. 4d). Thus, m^5^C methylation on chromatin-associated IAP RNA could regulate the local chromatin state.

To establish the key causal relationship, we constructed the locus-specific RNA-targeting system (Extended Data Fig. 4b) by fusing dCas13 with the TET2 catalytic domain (TET2-CD). The dCas13–TET2-CD fusion protein was stably expressed with the guide RNA under the control of a doxycycline (DOX)-responsive Tet operator (Extended Data Fig. 4e). Acute expression of the guide RNA caused rapid dCas13–TET2-CD recruitment and reduction of RNA m^5^C methylation on IAP transcripts, followed by increased local DNA 5mC methylation (Fig. 2e and Extended Data Fig. 4e). By contrast, tethering of HxD did not alter DNA or RNA methylation, demonstrating that this effect is dependent on its oxidation activities but not the protein scaffolding effect^31^. The increased DNA 5mC methylation caused by TET2 targeting to RNA agrees with the widespread DNA hypomethylation or chromatin opening after TET2 inactivation frequently observed in embryonic stem cells, haematopoietic stem cells and cancer cells^5^. We therefore conclude that the global chromatin and transcriptional regulation effects of TET2 are most likely mediated through RNA m^5^C oxidation.

To further confirm this enzymatic-activity-dependent regulation, we treated mES cells with an inhibitor against TET enzymes^32^. Time-lapse tracking after treatment revealed early chromatin opening (Extended Data Fig. 4f,g) and caRNA m^5^C increases (Extended Data Fig. 4h (bottom)), followed by genomic DNA 5mC increases (Extended Data Fig. 4h (top)). These changes in chromatin state were most likely due to the RNA oxidation activity of TET2. By contrast, tethering TET2-CD to IAP loci using DNA-binding dCas9 led to expected DNA hypomethylation and increased chromatin accessibility (Extended Data Fig. 4i–l).

DNA hypermethylated and hypomethylated regions were both found in *Tet2*-KO mES cells (Extended Data Fig. 1f), accompanied by changes in chromatin accessibility in the opposite directions (Extended Data Fig. 5a–c). The increased caRNA expression was observed only in DNA hypomethylated regions after *Tet2* KO in mES cells (Extended Data Fig. 1q). To separate effects on DNA versus RNA, we further analysed DNA 5mC changes caused by *Tet2* KO at different genomic regions, including enhancers, promoters and repeats (Extended Data Fig. 5d). We observed a negative correlation between changes in enhancer transcription and DNA methylation resulting from *Tet2* KO in mES cells, which contrasts with the pattern observed for repeat RNA (Extended Data Fig. 5d). Furthermore, these DNA hypermethylated regions resulting from *Tet2* KO were enriched at enhancer and CXXC5-bound regions while being depleted in repeats (Fig. 3a), agreeing with the notion that DNA 5mC oxidation by TET2 in these enhancer regions leads to local transcription activation.

**Fig. 3:**
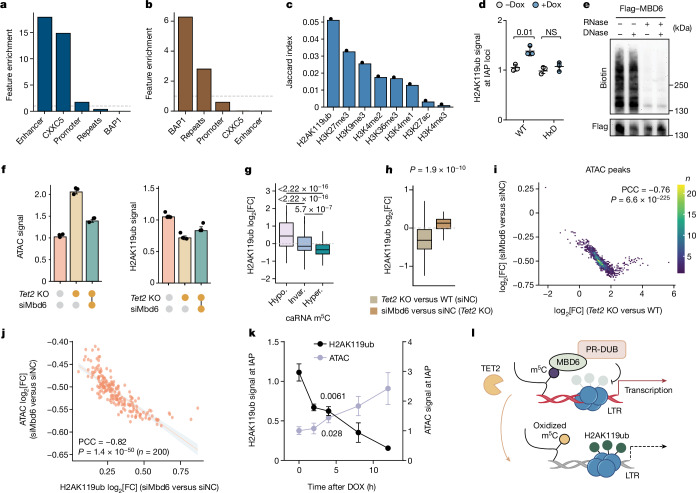
The activity of TET2 on RNA dictates the increased chromatin accessibility through MBD6-mediated H2AK119ub deubiquitination. **a**,**b**, Feature enrichment in hypermethylated differentially methylated regions (DMRs) compared with hypomethylated DMRs (hyperspecific; **a**), and in hypomethylated DMRs compared with hypermethylated DMRs (hypospecific; **b**) using the odds ratio. **c**, Overlapping ratios of histone modifications with DNA hypomethylated regions for *Tet2*-KO versus WT mES cells. **d**, The H2AK119ub levels at IAP loci after TET2-CD (catalytic domain; WT or catalytically dead HxD) tethering by dCas13. **e**, Representative image showing nucleic acids cross-linked to MBD6. **f**, Spike-in-calibrated ATAC–seq signals or H2AK119ub signals in WT (siNC WT) and *Tet2-*KO (siNC *Tet2* KO) mES cells, as well as in *Mbd6-*KD *Tet2*-KO (siMbd6 *Tet2* KO) mES cells. **g**, Changes in H2AK119ub on m^5^C hypomethylated (hypo.), unchanged (invar.) and hypermethylated (hyper.) repeat RNA after *Tet2* KO versus WT. **h**, H2AK119ub changes in m^5^C hypermethylated repeat RNA in *Tet2*-KO versus WT compared with *Mbd6-*KD *Tet2*-KO versus *Tet2*-KO mES cells. **i**, The correlation between ATAC signal fold changes in *Tet2*-KO versus WT mES cells, and comparing *Mbd6* KD with control *Tet2*-KO mES cells. PCC, Pearson correlation coefficient. **j**, The correlation between changes in ATAC and H2AK119ub signals, comparing *Mbd6* KD with control *Tet2-*KO mES cells. **k**, The H2AK119ub levels and ATAC signal at IAP RNA after dCas13–MBD6-MBD tethering. **l**, Schematics of the proposed pathway of MBD6 regulating chromatin state through caRNA m^5^C binding. Data are mean ± s.d. (**d** and **k**) and mean ± s.e.m. (**f**). For **g** and **h**, the box plots show the median (centre line), the upper and lower quartiles (box limits) and 1.5× the interquartile range (whiskers). *P* values were calculated using two-tailed unpaired *t*-tests with Welch’s correction (**d** and **k**), two-tailed Wilcoxon–Mann–Whitney tests (**g** and **h**), two-tailed *t*-distribution with *n* − 2 d.f. (**i** and **j**). *n* = 3 biological replicates (**d**–**f** and **k**). The depicted genome-wide data represent an integration of three biological replicates. Source Data

In contrast to enhancer regions, repeat loci were enriched in DNA hypomethylated regions after *Tet2* depletion (Fig. 3b). Moreover, these DNA hypomethylated regions were more accessible after *Tet2* or *Pspc1* KO (Extended Data Fig. 5c). These suggest that the elevated chromatin accessibility resulting from TET2 depletion cannot be attributed to its 5mC oxidation activity in DNA but, rather, its oxidation activity on RNA m^5^C. We conclude that TET2 can mediate either DNA 5mC or RNA m^5^C oxidation by engaging different protein partners (Extended Data Fig. 5e). It is the repeat RNA (for example, LTR RNA) m^5^C oxidation that causes chromatin compaction, which dominates chromatin and transcription regulation in mES cells.

## MBD6 binds to RNA m^5^C to recruit PR-DUB

We computationally analysed histone modifications that correlate best with the m^5^C oxidation by TET2 on RNA. We found that H2AK119ub, a major chromatin repressive mark installed by PRC1^33^, ranked as the top (Fig. 3c and Extended Data Fig. 5f). H2AK119ub can be erased by the polycomb repressive deubiquitylase (PR-DUB) complexes^33–36^, and we also identified BAP1 (core component of PR-DUB) binding as one top enriched genomic feature (Fig. 3b). Consistently, tethering of WT dCas13–TET2-CD, but not HxD, increased H2AK119ub at the IAP loci (Fig. 3d). Time-lapse tracking of H2AK119ub and H3K27me3 marks^37^ at IAP and control LINE loci after acute TET inhibition also showed an early response in H2AK119ub (Extended Data Fig. 5g). We next profiled H2AK119ub changes with and without *Tet2* deletion. Approximately 37% of ATAC–seq peaks were marked with H2AK119ub (Extended Data Fig. 5h), among which H2AK119ub was downregulated in around 89% of these genomic regions (Extended Data Fig. 5i,j). Moreover, approximately 85% of genomic regions with higher ATAC signals overlapped well with H2AK119ub loss (Extended Data Fig. 5k,l). Thus, most of the opened chromatin regions caused by *Tet2* KO display decreased H2AK119ub, which may initiate changes in local chromatin accessibility and transcription.

Previous studies have identified MBD5 and MBD6 as partner proteins of PR-DUB, and their localization to heterochromatin appeared to be independent of DNA 5mC^38,39^. MBD5 and MBD6 both possess a conserved but structurally distinct methyl-binding domain (MBD) but do not bind to DNA^38^ (Extended Data Fig. 6a). We speculated that these two proteins might bind to RNA m^5^C, which may then recruit PR-DUB to mediate H2AK119ub deubiquitination at the m^5^C-methylated LTR loci for transcription activation.

We examined nucleic acids bound by MBD5 or MBD6 in mES cells (Extended Data Fig. 6b). We observed cross-linked RNA but not DNA, as an RNase treatment almost completely abolished nucleic acid signals, while the effect of a DNase treatment was minor (Fig. 3e and Extended Data Fig. 6c). The purified MBD domain of MBD6 preferentially bound to a single-stranded oligonucleotide probe containing m^5^C over unmethylated or hm^5^C-modified probe (Extended Data Fig. 6d), and this binding was not affected by the binding of MBD6 to ASXL1 (Extended Data Fig. 6e), a protein that bridges MBD6 with PR-DUB^40^. Cellular MBD5 and MBD6 also enrich m^5^C-containing RNA (Extended Data Fig. 6f). Thus, our data revealed that MBD5 and MBD6 are RNA-binding proteins that preferentially recognize RNA m^5^C.

While the RNA-binding targets of MBD5 and MBD6 substantially overlap with each other (Extended Data Fig. 6g), MBD6 appears to dominate the regulation of H2AK119ub and repeat RNA expression in mES cells, as KD of *Mbd6* was sufficient to reverse elevated expression of LTRs caused by *Tet2* KO, whereas *Mbd5* KD did not do so (Extended Data Fig. 6h). The global H2AK119ub levels also significantly increased only after *Mbd6* KD (Extended Data Fig. 6i). *Mbd6* KD caused a global decrease in the caRNA m^5^C levels (Extended Data Fig. 6j). Consistent with this, IAP RNAs were stabilized in *Tet2*-KO mES cells and were destabilized after *Mbd6* KD (Extended Data Fig. 6k). m^5^C methylation appears to stabilize LTR RNAs and this effect is mediated largely through MBD6. We therefore focused on MBD6 in subsequent studies, although MBD5 may have important roles in other cell types.

Functionally, *Mbd6* KD was able to rescue the genome-wide increased chromatin accessibility (Fig. 3f (left)) and decreased the H2AK119ub levels (Fig. 3f (right)) in *Tet2-*KO mES cells. Consistently, we observed decreased H2AK119ub at caRNA m^5^C hypermethylated sites after *Tet2* deletion (Fig. 3g), and this change could be largely reversed by *Mbd6* KD (Fig. 3h). *Mbd6* or *Nsun2* KD (Extended Data Fig. 6l) both decreased chromatin openness caused by *Tet2* KO in mES cells (Extended Data Fig. 6m), with consistent global decreases in chromatin accessibility (Extended Data Fig. 6n–r). Moreover, genomic regions with altered chromatin openness overlap and correlate well between different groups (Fig. 3i and Extended Data Fig. 6s,t; *Tet2* KO versus WT, small interfering RNA against *Mbd6* (siMbd6) versus siNC in *Tet2* KO, and siNsun2 versus siNC in *Tet2* KO). Local chromatin accessibility changes in response to *Mbd6* KD exhibit a negative correlation with the resulting H2AK119ub increases (Fig. 3j). Acute recruitment of dCas13 fused to the methyl-CpG binding domain of MBD6 protein (dCas13–MBD6-MBD) was also sufficient to reduce local H2AK119ub and induce open chromatin at IAP loci (Fig. 3k).

Together, our results reveal that TET2-mediated caRNA m^5^C oxidation reduces both MBD6 binding and local histone H2AK119ub deubiquitination, leading to closed chromatin and transcription suppression (Fig. 3l). Whether the oxidation product hm^5^C may further promote caRNA degradation remains to be investigated in the future.

## Targeting MBD6 in TET2-deficient HSPCs

*TET2* deficiency in haematopoietic stem and progenitor cells (HSPCs) is well known to cause open chromatin and genome instability, finally leading to myeloid malignancy^41^. The most important feature of TET2-deficient (*Tet2*^*−/−*^) HSPCs (Lin^−^KIT^+^ cells, capturing HSPCs) is an enhanced self-renewal capacity of haematopoietic stem cells and skewed differentiation towards granulocytic/monocytic lineages in vitro^4^. Consistent with our observations in mES cells, we observed a global increase in chromatin accessibility in TET2-deficient HSPCs (Extended Data Fig. 7a). We designed a chimera assay to study effects of *Mbd6* KD in vivo (Extended Data Fig. 7b), and performed competitive transplantation assays using WT + control short hairpin RNA (shNC), WT + shMbd6, *Tet2*^*−/−*^ + shNC or *Tet2*^*−/−*^ + shMbd6 CD45.2^+^ HSPCs versus CD45.1 competitor bone marrow (BM) cells (ratio of HSPCs at around 1:9; Fig. 4a). The donor cell (CD45.2^+^) chimerism in the recipients transplanted with *Tet2*^*−/−*^ + shNC HSPCs steadily increased, reaching around 50% at 6 months after transplantation (Fig. 4b), while the donor cell population in the peripheral blood (PB) of mice receiving *Tet2* KO + shMbd6 HSPCs remained comparable to those receiving WT/shNC or WT/shMbd6 HSPCs at a low level around 5% (Fig. 4b). Similar trends for the donor cell (CD45.2^+^) chimerism were observed in cells from the BM or spleen at 6 months after transplantation (Fig. 4c). Consistently, the recipients transplanted with *Tet2*^*−/−*^ + shNC HSPCs exhibited mild splenomegaly, while the spleen sizes from animals receiving WT + shNC, WT + shMbd6 or *Tet2*^*−/−*^ + shMbd6 HSPCs were normal (Fig. 4d,e), demonstrating almost full rescue of the defects caused by *Tet2* KO with additional *Mbd6* KD.

**Fig. 4:**
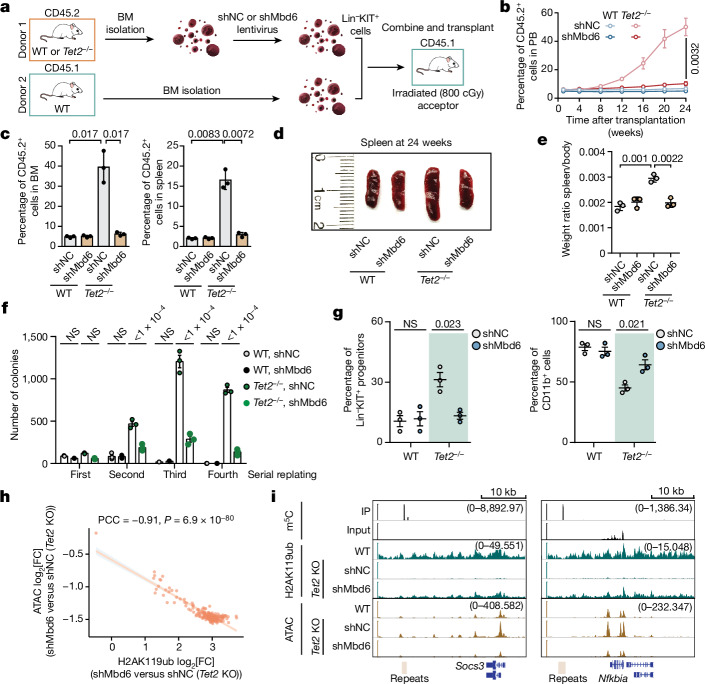
Targeting MBD6–m^5^C pathway rescues haematopoietic defects caused by *Tet2* deletion in HSPCs. **a**, Schematics of the mixed chimera transplantation assay. **b**, Quantification of CD45.2^+^ cells in the PB of recipient mice at different timepoints after transplantation. **c**, Quantification of CD45.2^+^ cells in the BM (left) or spleen (right) of recipient mice. **d**,**e**, Representative image (**d**) and quantification (**e**) of spleen size isolated from recipient mice at 24 weeks after transplantation. **f**,**g**, Colony formation analysis of the serial replating assay (**f**) and flow cytometry analyses of suspension cultures (**g**) of WT and *Tet2*^*−/−*^ HSPCs with (shMbd6) or without (shNC) *Mbd6* KD. **h**, The correlation between changes in ATAC–seq signal and H2AK119ub signal in response to *Mbd6* KD in *Tet2*-KO HSPCs. **i**, Integrative Genome Viewer visualization of the H2AK119ub and ATAC signal around the *Socs3* or *Nfkbia* genes in WT, *Tet2* KO and shMbd6 after *Tet2* KO in HSPCs. The values in parentheses represent the scale of signal in each track. Data are mean ± s.d. (**b**, **c** and **e**–**g**). *P* values were calculated using two-tailed unpaired *t*-tests with Welch’s correction (**b**, **c** and **e**–**g**) and two-tailed *t*-distribution with *n* − 2 d.f. (**h**). *n* = 3 biological replicates (**b**–**g**). The depicted genome-wide data represent an integration of three biological replicates. Source Data

KD of *Mbd6* significantly reduced the replating potential of *Tet2*-KO HSPCs in vitro (Fig. 4f and Extended Data Fig. 7c). *Mbd6* KD disrupted the TET2-loss-induced prolonged maintenance of stem/progenitor cells and promoted differentiation of HSPCs towards myeloid lineages in vitro (Fig. 4g and Extended Data Fig. 7d). Consistently, *Mbd6* KD rescued global chromatin opening (Extended Data Fig. 7e–g) and H2AK119ub loss (Extended Data Fig. 7h–j) caused by *Tet2* KO, with the increased H2AK119ub negatively correlating with decreased chromatin accessibility in HSPCs (Fig. 4h). *Nsun2* KD partially rescued the prolonged maintenance and differentiation phenotypes of *Tet2*-KO HSPCs (Extended Data Fig. 7k,l). KD of other potential RNA m^5^C writer proteins (*Nsun5* and *Trdmt1*) did not alter these processes (Extended Data Fig. 7k,l). Similarly to that in mES cells, the IAP RNA lifetime was consistently elevated in *Tet2*-KO HSPCs, and these changes were dependent on the enzymatic activity of TET2 (Extended Data Fig. 7m). We further used a *Tet2* mutant that stalls TET2-mediated oxidation at the hm^5^C stage^42^. The IAP half-life profile of HSPCs from this mutant is similar to that of WT HSPCs, suggesting that potential hm^5^C oxidation by TET2 may not further contribute to IAP destabilization.

Increased IAP abundance in *Tet2*-KO HSPC caRNA was also confirmed (Extended Data Fig. 8a). We proceeded to examine the functional outcomes of targeted IAP RNA m^5^C oxidation using the dCas13–TET2-CD fusion construct in HSPCs (Extended Data Fig. 8b). Targeted IAP m^5^C oxidation also partially rescued the enhanced replating potential of HSPCs by TET2 loss (Extended Data Fig. 8c). The expression level of stem/progenitor markers (Lin^−^KIT^+^; Extended Data Fig. 8d) and the myeloid lineage marker CD11b (Extended Data Fig. 8e) could be restored by targeted oxidation of IAP RNA m^5^C by ectopic expression of a dCas13–TET2-CD fusion protein, but not by its catalytic dead mutant in *Tet2-*KO HSPCs.

Similarly, steric blockade of m^5^C sites of IAP RNA partially rescued the enhanced replating potential of HSPCs by TET2 loss (Extended Data Fig. 8f,g). IAP blockade disrupted the prolonged maintenance of stem/progenitor cells and enhanced differentiation of HSPCs towards myeloid lineages (CD11b^+^) in vitro (Extended Data Fig. 8h,i).

To reveal the underlying mechanism, we conducted RNA-sequencing (RNA-seq) analysis of the effects of IAP ASO treatment. Genes downregulated, but not upregulated, by IAP ASO treatment exhibited a higher overlap with the genes upregulated by *Tet2* KO (Extended Data Fig. 8j,k). Further functional analysis of genes that were upregulated by *Tet2* KO, downregulated by IAP ASO treatment, and with nearby m^5^C-marked caRNA revealed enrichments in pathways including osteoclast differentiation and the NOD-like receptor signalling pathway (Extended Data Fig. 8l). Among these, SOCS3 acts as a potent inhibitor of HSPC differentiation^43^, while *Nfkbia* encodes a member of the NF-κB inhibitor family, therefore promoting HSPC proliferation^44,45^. Correspondingly, the chromatin accessibility at their genomic regions increased in *Tet2*-KO HSPCs but decreased after *Mbd6* KD (Fig. 4i).

## Targeting MBD6 in *TET2*-mutant leukaemia

After we demonstrated that the m^5^C–TET2–LTR–MBD6 axis is important for HSPC function, we next studied its role in leukaemia fitness. While modest inhibition of proliferation was observed in *TET2* WT cell lines, almost complete proliferation blockade was observed for SKM-1 cells, an acute myeloid leukaemia (AML) cell line bearing a *TET2* mutation, after *MBD6* KD (Extended Data Fig. 9a). To further confirm this synergistic lethal effect, we compared the proliferation of WT, *TET2-*KO K-562 and *TET2*-KO THP-1 cells with *MBD6* depletion (Extended Data Fig. 9b,c). *MBD6* KD markedly attenuated proliferation of *TET2-*KO cells (Fig. 5a), along with an increased global H2AK119ub levels (Fig. 5b). The attenuated growth of *TET2*-KO K-562 and THP-1 cells by *MBD6* KD could be rescued by *MBD6* overexpression (Extended Data Fig. 9d,e). We also observed synergistic inhibition of proliferation when knocking down *NSUN2* in *TET2*-KO K-562 and THP-1 cells (Extended Data Fig. 9f,g).

**Fig. 5:**
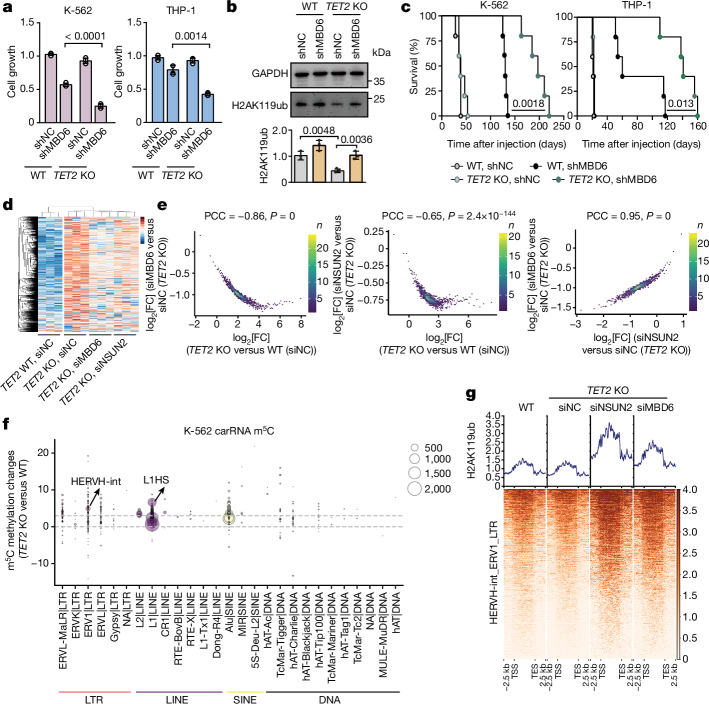
MBD6 exhibited synergistic effects with TET2 deficiency in regulating leukaemia progression through the m^5^C–H2AK119ub axis. **a**, Proliferation of WT or *TET2*-KO K-562 or THP-1 cells with (shMBD6) or without (shNC) *MBD6* KD. *n* = 4. **b**, The K-562 H2AK119ub level changes after *MBD6* KD. *n* = 3. **c**, NSG mice were transplanted with K-562 (left) or THP-1 (right) cells and their overall survival is shown as the Kaplan–Meier estimator. *n* = 5 mice. **d**, Heat map illustrating the spike-in-calibrated ATAC–seq signals on ATAC–seq peak regions in WT (siNC WT) and *TET2*-KO (siNC *TET2* KO) K-562 cells, as well as in *NSUN2* KD (siNSUN2 *TET2* KO) and *MBD6*-KD (siMBD6 *TET2* KO) *TET2*-KO K-562 cells. *n* = 3. Data are row-normalized using *z* scores. **e**, The correlation of changes in ATAC signals between *TET2-*KO versus WT K-562 cells, and comparing *NSUN2* KD or *MBD6* KD with control in *TET2-*KO K-562 cells. **f**, m^5^C methylation level changes of K-562 cells in different repeat RNA families after *TET2* KO. The size of the circle represents the number of loci methylated by m^5^C. **g**, The H2AK119ub signals around HERVH-int genomic loci. The colour bar shows H2AK119ub signal. Data are mean ± s.d. *P* values were calculated using two-tailed unpaired *t*-tests with Welch’s correction (**a** and **b**), log-rank Mentel–Cox tests (**c**) and two-tailed *t*-distribution with *n* − 2 d.f. (**e**). The depicted genome-wide data represent an integration of three biological replicates. Source Data

To test whether MBD6 loss affects leukemogenesis in vivo, especially in the absence of TET2, we transplanted WT + shNC, *TET2* KO + shNC, WT + shMBD6 or *TET2*-KO + shMBD6 K-562 cells into adult *NOD.Cg-Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^*/SzJ* (NSG) mice (Extended Data Fig. 9h). Mice receiving shMBD6 cells exhibited substantially decelerated leukemogenesis compared with shNC cells; those that were transplanted with *TET2* KO + shMBD6 cells survived significantly longer (125–135 days or 163–220 days, respectively) (Fig. 5c). Consistently, shNC-recipient mice showed markedly higher human chimerism in the BM and PB than the shMBD6-recipient mice (Extended Data Fig. 9i). Similar results were also observed in an in vivo xenotransplantation study with THP-1 cells under the same experimental settings (Fig. 5c). *MBD6* KD prolonged survival significantly longer in mice receiving *TET2* KO + shMBD6 cells than WT + shMBD6 cells. WT or *TET2*-KO recipient mice showed substantially higher human CD33^+^CD45^+^ cell chimerism in the BM and PB compared with WT + shMBD6 or *TET2* KO + shMBD6 recipient mice (Extended Data Fig. 9j). Thus, *MBD6* KD markedly attenuated leukaemic progression in vivo, specifically in the absence of TET2.

*MBD6* KD could also suppress transplanted *TET2* WT human cells in vivo (Extended Data Fig. 9i,j). We hypothesized that, in *TET2* WT cells, MBD6 maintains the expression of pro-proliferating genes, with a larger portion suppressed by TET2. TET2 depletion led to the activation of these genes, with malignant cells becoming addictive to these pathways for proliferation. Supporting our hypothesis, we found that genes that were specifically downregulated by *MBD6* KD in *TET2-*KO cells, rather than in WT controls, were enriched with cell proliferation (Extended Data Fig. 9k,l).

*MBD6* KD reversed the excessive caRNA expression after *TET2* KO, but not for whole-cell RNA in K-562 cells (Extended Data Fig. 10a,b). Consistent with what we observed in mES cells, *MBD6* KD was able to rescue the more-open chromatin state (Extended Data Fig. 10c,d) and decreased H2AK119ub (Extended Data Fig. 10e,f) caused by *TET2* KO. The increases in H2AK119ub correlate well with the decreases in ATAC signals (Extended Data Fig. 10g). Examination of chromatin changes caused by *NSUN2* KD corroborated the dependence of this regulation on RNA m^5^C (Fig. 5d,e and Extended Data Fig. 10h).

LTR, particularly the ERV1 family with HERVH-int as representative subfamilies, exhibited higher m^5^C methylation changes in *TET2-*KO K-562 cells (Fig. 5f). MBD6 and NSUN2 also similarly regulate the H2AK119ub levels on HERVH-int elements (Fig. 5g). Finally, we investigated the downstream signalling pathways that are involved in this m^5^C–TET2–MBD6–BAP1 axis in leukaemia cells. We found a notable overlap between the genes upregulated by *TET2* KO and those downregulated by *MBD6* KD in *TET2*-depleted K-562 cells (Extended Data Fig. 10i). The enriched terms of these overlapped genes are highly conserved, similar to what we observed in *Tet2* KO and IAP ASO treatment in mouse HSPCs (Extended Data Fig. 10j,k).

## Discussion

carRNAs offer a platform for dynamic chromatin regulation. Recent studies have shown that caRNA *N*^6^-methyladenosine modification has essential roles in global and local chromatin state regulation during mouse early embryo development and in the progression of cancer^21–25,46^, with the methyltransferase METTL3 functioning as a writer, the binding proteins such as YTHDC1 and RBFOX2 functioning as readers, and FTO functioning as an eraser to reversibly control transcription. We speculated that other RNA modifications may be present on carRNAs and affect chromatin regulation in a similar manner.

TET2 can mediate DNA 5mC oxidation and is an established tumour suppressor for myeloid malignancies. However, *TET2* mutations are known to cause global DNA hypomethylation instead of hypermethylation (if it functions as a DNA demethylase), a puzzle that lacks mechanistic explanation. By analysing genomic features associated with hypomethylated or hypermethylated genomic regions, we observed that DNA hypermethylation occurs to enhancers but hypomethylation occurs to repetitive elements, with hypermethylated regions overlapping well with CXXC5-bound genomic loci while hypomethylated regions are enriched in BAP1 binding. We further identified that TET2 mediates RNA m^5^C methylation on carRNA, in particular the LTR repeat RNA, to regulate chromatin state and transcription. A very recent report described caRNA m^5^C oxidation in glioma^47^, but the connection between m^5^C and its oxidation with chromatin state change was not established. We found that MBD6 preferentially recognizes m^5^C on the repeat RNA, which recruits the BAP1 complex to mediate H2AK119ub deubiquitination and gene activation. The m^5^C oxidation by TET2 on these LTR RNAs antagonizes gene activation through the m^5^C–MBD6–BAP1 deubiquitination axis. Loss of TET2 leads to caRNA m^5^C hypermethylation, more-open chromatin and widespread DNA hypomethylation that activates genes critical for leukaemogenesis, explaining the accelerated myeloid malignancy induced by TET2 inactivation (Fig. 4i and Extended Data Fig. 8l).

Our studies also suggest a bimodal function of TET2—when TET2 binds to CXXC4/CXXC5, it mediates DNA 5mC oxidation at the enhancer; however, when recruited by RNA-binding proteins such as PSPC1, TET2 mediates chromatin-associated repeat RNA m^5^C oxidation; this RNA m^5^C oxidation activity by TET2 dictates the global chromatin regulation in mES cells, HPSCs and leukaemia cells. This study therefore reveals a NSUN2–TET2–MBD6–BAP1 axis in chromatin and transcription regulation through repeat RNA m^5^C. Practically, it provides targets for future targeted therapies against *TET2* mutant malignancies.

## Methods

### Animals and tissues

*Tet2*^*−/−*^ mice were generated as described^41^. These mice used in this study were backcrossed for more than six generations with C57BL/6 mice. WT C57BL/6 and *Tet2*^*−/−*^ mice (aged 6–8 weeks), including both male and female, were used throughout this study and maintained under standard laboratory housing conditions with food and water ad libitum. All the mice were randomly assigned to experimental groups and data analyses were blindly performed by two lab members independently. All animal studies were performed with the approval from the Institutional Animal Care and Use Committee (IACUC), protocol number 30979/20190086AR at The University of Texas Health Science Center at San Antonio (UTHSCSA) and conducted in accordance with the institutional and national guidelines and regulations.

### Xenotransplantation of human leukaemia cells

For in vivo xenotransplantation study procedures, 1 × 10^6^ K-562 cells were injected intravenously via the tail vein into adult NSG mice (aged 6–8 weeks) pretreated with 250 cGy whole body irradiation. At 28–39 days after transplantation, PB was collected from the submandibular vein, and the BM was isolated from the tibias and femurs. Human CD33^+^ chimerism in BM and PB cells were analysed by BD FACSCelesta flow cytometer (BD Biosciences).

2 × 10^4^ THP-1 cells were injected intravenously through the tail vein into adult NSG mice (6–8 weeks old) pretreated with 250 cGy whole-body irradiation. At 20–22 days after transplantation, human CD33^+^CD45^+^ chimerism in BM and PB cells were analysed using the BD FACSCelesta flow cytometer.

A cohort of mice from each transplantation group was monitored until they became moribund or died.

### Competitive repopulation assay

The competitive repopulation assay was performed to assess the effect of *TET2* and/or *MBD6* KD on the repopulating potential of HSPCs in vivo. In total, 2 × 10^4^ Lin^−^KIT^+^ cells isolated from the BM cells of 8-week-old WT or *Tet2-*KO mice (CD45.2^+^) were lentivirally transduced with short hairpin RNA (shRNA) plasmid pLKO.1-shC002 (MilliporeSigma, SHC002: shNC) or pLKO.1-sh*Mbd6* (Millipore-Sigma, TRCN0000178563) and incubated in suspension culture containing 20% FBS in complete RPMI-1640 medium supplemented with 100 ng ml^−1^ mSCF, 10 ng ml^−1^ mIL-3, 10 ng ml^−1^ IL-6 and 20 ng ml^−1^ mFlt3. Then, 48 h after transduction, Lin^−^KIT^+^ cells from each transduction were transplanted along with 1 × 10^6^ 8-week-old BoyJ (CD45.1^+^) BM competitor cells into lethally irradiated (800 cGy) BoyJ recipients through the tail-vein injection. The CD45.2/CD45.1 chimeras in the PB were monitored monthly for 6 months. Recipients were euthanized 6 months after transplantation to analyse the CD45.2/CD45.1 chimeras in the BM and spleen.

### Haematopoietic stem and progenitor cell sorting, colony assay and in vitro differentiation assay

For haematopoietic stem and progenitor Lin^−^KIT^+^ cell selection, magnetic-activated cell sorting was applied with autoMACS Pro Separator (Miltenyi Biotec). In brief, the lineage-positive cells (Lin^+^) were depleted from total BM cells of 6–8-week-old mice using the Direct Lineage Cell Depletion Kit (Miltenyi Biotec, 130-110-470), and the Lin^−^ cells were then sorted with KIT (CD117) MicroBeads (Miltenyi Biotec, 130-091-224). The purity of selected cells was analysed by flow cytometry.

For colony assay, HSPCs were plated in triplicate in methylcellulose medium (MethoCult, M3134) supplemented with mouse stem cell factor (mSCF; 100 ng ml^−1^), interleukin-3 (mIL-3; 10 ng ml^−1^), thrombopoietin (mTPO; 50 ng ml^−1^), granulocyte-macrophage colony-stimulating factor (mGM-CSF; 10 ng ml^−1^), human erythropoietin (hEPO; 4 U ml^−1^) and interleukin-6 (hIL-6; 50 ng ml^−1^, PeproTech). The colonies were imaged using STEMvision (StemCell Technologies) and scored on day 7, and these colonies were then sequentially replated every 7 days for replating assay. Colony cells were also collected and analysed for expression of stem and progenitor markers and myeloid linage markers by flow cytometry.

The HSPCs were also incubated in suspension culture containing 30% FBS and 2% BSA in complete RPMI-1640 medium supplemented with 100 ng ml^−1^ mSCF, 10 ng ml^−1^ mIL-3, 50 ng ml^−1^ mTPO and 10 ng ml^−1^ mGM-CSF. Cells were collected and analysed for expression of stem/progenitor markers at day 7 and myeloid lineage markers at day 14 by flow cytometry.

### Flow cytometry analysis

Cells were stained with PerCP-Cy5.5 mouse lineage antibody cocktail (BD Biosciences, 561317) and PE rat anti-mouse CD117 (BD Biosciences, 553869) antibody for haematopoietic stem and progenitor cells analysis. Brilliant Violet 421 (BV421) anti-mouse/human CD11b (Mac-1) (BioLegend, 101236) was used to analyse myeloid lineage. PerCP-Cy5.5 mouse anti-mouse CD45.2 (BD Biosciences, 552950) and FITC mouse anti-mouse CD45.1 (BD Biosciences, 553775) antibodies were used for analysing CD45.2/CD45.1 chimeras in a competitive repopulation assay.

Human CD33 chimerism was analysed with PE mouse anti-human CD33 (BD Biosciences, 561816) and PE-Cy7 rat anti-mouse CD45 (BD Biosciences, 552848) in PB and BM cells from NSG mice that were xenotransplanted with K-562 cells. Human CD33/CD45 chimerism was analysed with PE mouse anti-human CD33 (BD Biosciences, 561816) and APC mouse anti-human CD45 (BD Biosciences, 555485) in PB and BM cells from NSG mice that were xenotransplanted with THP-1 cells. All flow cytometry data were analysed using FlowJo-V10 software (TreeStar). Examples of the gating strategies are provided in Supplementary Figs. 2 and 3.

### Cell culture

WT and *Tet2*^*−/−*^ mES cells were gifts from the B. Ren laboratory^26,48^. The control and KO mES cells have been shown to be pluripotent by chimera formation assay. All mES cells were kept in DMEM (Gibco, 11995065) supplemented with 15% heat-inactivated stem-cell-qualified fetal bovine serum (Gemini Bio Products, 100-525), 1× l-glutamine (Gibco, 25030081), NEAA (Gibco, 25030081), LIF (Millipore-Sigma, ESG1107), 1× β-mercaptoethanol (Gibco, 21985023), 3 μM CHIR99021 (StemCell Technologies, 72052) and 1 μM PD0325901 (StemCell Technologies, 72182) at 37 °C and 5% CO_2_. For stable TET2 overexpression mES cells, empty vector, WT *Tet2* or *Tet2* HxD mutant bearing piggyBac plasmids were constructed and transfected into *Tet2*-KO or *Pspc1-*KO mES cells using Lipofectamine 3000 Transfection Reagent (Invitrogen, L3000001) according to the standard protocol. Stable expression clone selection was performed using 0.1 mg ml^−1^ hygromycin B (Gibco, 10687-010) for 2 weeks. The medium was replaced every 24 h. ES cells were passaged on gelatin-coated plates twice to clear feeder cells before experiments.

WT THP-1, K-562 and TF-1 cells were obtained from the American Type Culture Collection (ATCC). The SKM-1 cell line was obtained from DSMZ (German Collection of Microorganisms and Cell Cultures). WT OCI-AML3 cell was a gift from L. Godley. WT and *TET2*^*−/−*^ K-562 and THP-1 cells were gifts from B. K. Jha as previously generated^49^. THP-1, K-562, SKM-1 and OCI-AML3 cells were kept in RPMI-1640 (Gibco, 61870036) with 10% fetal bovine serum (FBS, Gibco 26140079) at 37 °C under 5% CO_2_. TF-1 was kept in RPMI-1640 (Gibco, 61870036) with 10% FBS (Gibco 26140079) and 2 ng ml^−1^ recombinant GM-CSF (Peprotech, 300-03) at 37 °C under 5% CO_2_. U-87 MG (HTB-14), LN-229 (CRL-2611), Hep G2 (HB-8065), HeLa (CCL-2), HCT 116 (CCL-247), A549 (CCL-185) and A-375 (CRL-1619) cells were obtained from the American Type Culture Collection (ATCC). U-87 MG and LN-229 were kept in ATCC-formulated Eagle’s minimum essential medium (ATCC, 30-2003) supplemented with 10% FBS (Gibco, 26140079) and 5% FBS (Gibco, 26140079), respectively. Hep G2, HeLa, HCT 116, A549 and A-375 cells were kept in DMEM (Gibco, 11995065) supplemented with 10% FBS (Gibco, 26140079). All cell types were kept at 37 °C and 5% CO_2_.

shNC and shMBD6 THP-1 and K-562 cell lines were constructed by lentivirus transduction with TransDux MAX Lentivirus Transduction Reagent (System Biosciences, LV860A-1). Lentiviral particles were prepared by using HEK293T cells and lentiviral packaging plasmids pCMV-VSV-G and pCMV-dR8.2 (pCMV-VSV-G and pCMV-dR8.2 were gifts from B. Weinberg (Addgene plasmid, 8454; and Addgene plasmid, 8455)) and shRNA plasmid pLKO.1-shC002 (Millipore-Sigma, SHC002) or pLKO.1-shMBD6 (Millipore-Sigma, TRCN000038787). Then, 48 h after transfection, lentiviral particles were precipitated using the PEG-it Virus Precipitation Solution (System Biosciences, LV810-1). shNC and shMBD6 THP-1 and K-562 cell lines were kept in RPMI-1640 (Gibco, 61870036) with 10% fetal bovine serum (FBS, Gibco) and 1 μg ml^−1^ puromycin (Gibco, A1113803) at 37 °C under 5% CO_2_. Small interfering RNA (siRNA) or gene overexpression plasmids transfection in K-562 and THP-1 cells were performed according to the manufacturer’s instructions for SF Cell Line 4D-Nucleofector X Kit (Lonza Biosciences, V4XC-2032, FF-120 for K-562) or SG Cell Line 4D-Nucleofector X Kit (Lonza Biosciences, V4XC-3024, FF-100 for THP-1)

*TET2*-KO THP-1 cell line for PDX model was generated using CRISPR–Cas9 system. Single-guide RNAs were designed using the CRISPick tool (https://portals.broadinstitute.org/gppx/crispick/public) and then cloned into LentiCRISPR V2-GFP vector by Synbio Technologies. THP-1 cells were infected by lentiviral particles for 72 h and followed by GFP-positive cell selection using the BD FACSMelody Cell Sorter (BD Biosciences). KO efficiency was verified by western blotting.

shNC, shMBD6 (Millipore-Sigma, TRCN0000178563), shNsun2 (Millipore-Sigma, TRCN0000325347), shNsun5 (Millipore-Sigma, TRCN0000097512) or shTrdmt1 (Millipore-Sigma, TRCN0000328293) Lin^−^KIT^+^ HSPCs were constructed by electroporation with the P3 Primary Cell 4D-Nucleofector X Kit S (Lonza Bioscience, V4XP-3032) by program CV-137.

### siRNA and plasmid transfection

Two or three individual siRNAs, or a pool of four siRNAs targeting different regions of the same transcript (Dharmacon siRNA) were used for KD of human or mouse transcripts. siRNA transfections in mES cells and other adherent cell lines were performed using Lipofectamine RNAiMAX Transfection Reagent (Invitrogen, 13778075) according to the manufacturer’s instructions. Transfections in human leukaemia cells (THP-1, TF-1, OCI-AML3, SKM-1) were performed by electroporation using the SG Cell Line 4D-Nucleofector X Kit L (Lonza Bioscience, V4XC-3024) with program FF-100. Transfections in K-562 cells were performed with the SF Cell Line 4D-Nucleofector X Kit L (Lonza Bioscience, V4XC-2012) with program FF-120.

Plasmid transfections in mES cells or HEK293T cells were performed using the Lipofectamine 3000 Transfection Reagent (Invitrogen, L3000015) according to the manufacturer’s instructions.

### Cell proliferation assay

The cell proliferation assays for adherent and suspension cells were performed similarly. Cells were seeded into 96-well plates before assaying in 100 μl settings with CellTiter 96 Aqueous One Solution Cell Proliferation Assay (Promega, G3582) according to the manufacturer’s instructions. Then, 2,000–10,000 cells were seeded per well at day 0 and the cell proliferation was monitored every 24 h by incubating the cell suspension with MTS reagent at 37 °C for 1 h.

### DNase I–TUNEL assay

For cell line samples, mES cells were reseeded to 10 cm cell culture dishes 12 h before siRNA transfection. The DNase I–TUNEL assay was performed using DeadEnd Fluorometric TUNEL System (Promega, G3250) according to the manufacturer’s instructions after cell fixation with paraformaldehyde and permeabilization with Triton X-100. Two independent experiments were performed. Cells were treated with 1 U ml^−1^ of DNase I (Thermo Fisher Scientific, EN0521) for 5 min at 37 °C before rTdT labelling. Flow cytometry was performed on a BD Fortessa (BD Biosciences), and data were analysed using Flowjo (TreeStar).

### Nascent RNA imaging assay

mES cells were reseeded in Nunc Lab-Tek II Chambered Coverglass (Thermo Fisher Scientific, 155409) 12 h before treatment. The nascent RNA synthesis assay was performed using Click-iT RNA Alexa Fluor 488 Imaging Kit (Invitrogen, C10329) according to the manufacturer’s instructions. 5-Ethynyl uridine incubation was performed for 1 h before washing away by cell medium. Cell nucleus was counterstained with Hoechst 33342 (Abcam, ab228551). The samples were imaged on a Leica SP8 laser scanning confocal microscope at University of Chicago. The fluorescence intensity across different samples were quantified with Cellprofiler v.3.0 with a custom workflow. The total RNA synthesis rate was obtained by multiplying the average intensity in each cell by the area of each cell.

### ATAC–see analysis

Assay of transposase-accessible chromatin with visualization (ATAC–see) of mES cells was performed as described in the original report^50^. ATTO-590-labelled imaging oligos were purchased from Integrated DNA Technologies (IDT) and the oligonucleotide sequences are as follows: Tn5MErev, 5′-[phos]CTGTCTCTTATACACATCT-3′; Tn5ME-A-ATTO590, 5′-/5ATTO590/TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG-3′; Tn5ME-B-ATTO590: 5′-/ATTO590/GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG-3′. The oligos were assembled with recombinant Tn5 transposase (Active motif, 81286) to produce the Tn5 transposome. Cell fixation, permeabilization and labelling were performed as described in the original report^50^.

### Recombinant protein purification

Standard molecular cloning strategies were used to generate C-terminally MBP–6×His-tagged MBD domain of MBD6 (residues 1–100). The human *MBD6* coding sequence was obtained from Origene (Origene, SC324058). The full-length coding sequence was cloned using PrimeSTAR GXL DNA Polymerase (TaKaRa Bio, R050B). Recombinant proteins were expressed in *E. coli* BL21 (DE3) grown to an optical density at 600 nm of 0.6 in LB medium. The expression was induced with 0.6 mM IPTG at 16 °C for 20 h and cells were collected by centrifugation.

For purification of MBP tagged MBD domain of MBD6, bacterial pellet was resuspended in a lysis buffer containing 25 mM Tris-HCl (pH 7.5), 500 mM NaCl, 20 mM imidazole, 10 mM β-mercaptoethanol (β-ME) and protease inhibitors (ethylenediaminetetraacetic-acid-free protease inhibitor cocktail tablet, Millipore-Sigma 4693132001) and disrupted by sonication for 3 min. The cell lysates were clarified by centrifugation at 26,000*g* for 30 min and the supernatant was applied to Ni^2+^-NTA resin (Thermo Fisher Scientific, 88221) and washed with lysis buffer, and the bound proteins were eluted with lysis buffer supplemented with 250 mM imidazole. The eluted protein was bound back to amylose resin (NEB, E8021S) before washing with lysis buffer. The bound protein was eluted with 1% maltose in lysis buffer. The eluted protein was analysed by SDS–PAGE and concentrated by centrifugal filtration (Amicon Ultra-15). Final concentrated protein was aliquoted, flash-frozen and stored at −80 °C for future use.

### RT–qPCR

To quantify expression levels of transcripts, total RNA was reverse transcribed using the PrimeScript RT Master Mix (TaKaRa Bio, RR0361) with oligo dT primer and random hexamers as primers. The cDNA was then subjected to quantitative PCR (qPCR; LightCycler 96 system, Roche) using FastStart Essential DNA Green Master (Roche, 06402712001) with gene-specific primers. The relative changes in expression were calculated using the ΔΔ*C*_t_ method.

### Western blot analysis

Protein samples were prepared from respective cells by lysis in RIPA buffer (Thermo Fisher Scientific, 89900) containing 1× Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific 78441). Protein concentration was measured by NanoDrop 8000 Spectrophotometer (Thermo Fisher Scientific). Lysates of equal total protein concentration were heated at 90 °C in 1× loading buffer (Bio-Rad, 1610747) for 10 min. Denatured protein was loaded into 4–12% NuPAGE Bis-Tris gels (Invitrogen, NP0335BOX) and transferred to PVDF membranes (Thermo Fisher Scientific, 88585). Membranes were blocked in Tris-buffered saline, 0.1% Tween-20 (TBST) with 3% BSA (Millipore-Sigma, A7030) for 30 min at room temperature, incubated in a diluted primary antibody solution at 4 °C overnight, then washed and incubated in a dilution of secondary antibody conjugated to HRP for 1 h at room temperature. Protein bands were detected using SuperSignal West Dura Extended Duration Substrate kit (Thermo Fisher Scientific, 34075) with a FluroChem R (Proteinsimple). Blot intensities were quantified with Fiji (ImageJ) Analyse-Gel module. Uncropped gels with size marker indications are provided in Supplementary Fig. 1.

### Dot blot

Oligonucleotide probes end-labelled with Alexa Fluor 488 dye was spotted on a positively charged Nylon membrane (Roche, 11209299001). The membrane was dried at room temperature for 5 min before UV cross-linking at 254 nm with a Stratalinker (Stratagene) for two times to achieve a 4,500 J m^−2^ UV flux. The membrane was then blocked in Tris-buffered saline, 0.1% Tween-20 (TBST) with 3% BSA (Millipore-Sigma, A7030) for 30 min at room temperature. Primary antibodies were diluted according to the manufacturer’s instructions and incubated with the membrane for 60 min at room temperature. The membrane was washed and incubated in a dilution of secondary antibody conjugated to HRP for 60 min at room temperature. The final membrane was detected using SuperSignal West Dura Extended Duration Substrate kit (Thermo Fisher Scientific, 34075) with the iBright 1500 system (Invitrogen, A44241).

### Cell fractionation

Fractionation of mES cells, K-562 or THP-1 cells was performed according to the published protocol^51^ with the optimized concentration of NP-40 (MilliporeSigma, 492018) for each cell line. In brief, 5 × 10^6^ to 1 × 10^7^ cells were collected and washed with 1 ml cold PBS/1 mM EDTA buffer, then centrifuged at 4 °C and 500*g* to collect the cell pellet. Then, 200 μl ice-cold lysis buffer (10 mM Tris-HCl, pH 7.4, 0.05% NP-40, 150 mM NaCl) were added to the cell pellet and incubated on ice for 5 min, then gently pipetted up the cell lysate over 2.5 volumes of chilled sucrose cushion (24% RNase-free sucrose in lysis buffer) and centrifuged at 4 °C and 15,000*g* for 10 min. All the supernatant was collected as cytoplasmic fraction and the nuclei pellet was washed once by gently adding 200 μl ice-cold PBS/1 mM EDTA to the nuclei pellet without dislodging the pellet. The nuclei pellet was resuspended in 200 μl prechilled glycerol buffer (20 mM Tris-HCl, pH 7.4, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 0.125 mM PMSF, 50% glycerol) with gentle flicking of the tube. An equal volume of cold nucleus lysis buffer (10 mM HEPES, pH 7.6, 1 mM DTT, 7.5 mM MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M urea, 1% NP-40) was then added, followed by vigorous vertexing for 5 s twice. The nuclei pellet mixtures were incubated for 2 min on ice, then centrifuged at 4 °C and 15,000*g* for 2 min. The supernatant was collected as the soluble nuclear fraction (nucleoplasm). The pellet was gently rinsed with cold PBS/1 mM EDTA without dislodging and was then collected as the chromosome-associated fraction.

Fractionation of HSPCs was performed similar to ES cells with minor modifications. In brief, HSPCs were cultured in vitro for 2 h after sorting on the autoMACS Pro Separator, and then ice-cold lysis buffer (10 mM Tris-HCl, pH 7.4, 0.15% IGEPAL CA-630, 75 mM NaCl) was used to separate the cytoplasmic fraction. The procedures for isolating the nuclear fraction and chromosome-associated fraction were the same as that of ES cells.

### Quantitative analysis of modified base levels using UHPLC–MS/MS

The nucleic acid digestion step for RNA was as follows: 75 ng ribo-depleted RNA was digested by nuclease P1 (MilliporeSigma, N8630) in 20 μl buffer containing 20 mM ammonium acetate at pH 5.3 for 2 h at 42 °C. Then, 1 U of FastAP thermosensitive alkaline phosphatase (Thermo Fisher Scientific, EF0651) was added to the reaction and FastAP buffer was added to a 1× final concentration before incubation for 2 h at 37 °C. For DNA, genomic DNA was purified from cells according to the standard protocol of the Monarch Genomic DNA Purification Kit (NEB, T3010S). An additional RNase A (Thermo Fisher Scientific, EN0531) digestion step was performed on the purified DNA and the reaction was recovered with DNA Clean & Concentrator-5 (Zymo Research, D4014). Then, 200 ng DNA was digested with Nucleoside Digestion Mix (NEB, M0649S) at 37 °C for 2 h.

The samples were diluted and filtered (0.22 μm, Millipore) and injected into a C18 reversed-phase column coupled online to the Agilent 6460 LC–MS/MS spectrometer in positive electrospray ionization mode. The nucleosides were quantified using retention time and the nucleoside to base ion mass transitions (for RNA: 268 to 136 for A; 284 to 152 for G; 258 to 126 for m^5^C and 274 to 142 for hm^5^C; for DNA: 228 to 112 for dC, 242 to 126 for 5mdC, 258 to 142 for 5hmdC). Quantification was performed by comparing with the standard curve obtained from pure nucleoside standards running with the same batch of samples.

### Chromatin-associated RNA-seq

Chromatin-associated RNA-seq analyses of mES cells, K-562 and HSPCs were performed similarly. After caRNA isolation, ERCC RNA spike-in mix (Invitrogen, 4456740) was added to purified total caRNA according to the ratio recommended by the standard protocol. Ribosomal RNA was depleted from isolated chromatin-associated RNA with RiboMinus Eukaryote System v2 (Invitrogen, A15026) followed by size-selection using the standard protocol of RNA Clean & Concentrator-5 (RCC-5, Zymo Research, R1013). RNA libraries were constructed with SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (TaKaRa Bio, 634411) according to the manufacturer’s instructions. Three replicates were performed for each condition. Libraries were sequenced on the NovaSeq 6000 sequencer.

### ATAC–seq analysis

ATAC–seq was performed using the ATAC–seq kit (Active Motif, 53150) according to the manufacturer’s instructions. In brief, 50,000 to 100,000 cells were aliquoted for each replicate and mixed with equal amounts of *Drosophila* spike-in (Active Motif, 53154). Cells were then permeabilized with buffer containing 0.1% Tween-20 and 0.01% Digitonin, both supplied by the original kit. Accessible chromatin regions were tagged with pre-assembled Tn5 transposome. Tagged genomic DNA was extracted from cells and DNA libraries were obtained by PCR amplification. Pooled libraries were sequenced on the NovaSeq 6000 sequencer. For ATAC–qPCR, tagged genomic DNA was extracted and amplified by PCR for 8 cycles using the indexing primers from the original kit. Amplified DNAs were subjected to qPCR analysis using individual primer sets.

### m^5^C methylated RNA immunoprecipitation with spike-in

m^5^C modified or unmodified mRNA spike-ins were in vitro transcribed from firefly luciferase or *Renilla* luciferase coding sequences with mMESSAGE mMACHINE T7 Transcription Kit (Invitrogen, AM1344) and manually reconstituted dNTP mixes with 20% m^5^CTP/CTP ratio. 5-methylcytidine-5-triphosphate was obtained from TriLink Biotechnologies (N-101405). Yielded RNA was purified by using the standard protocol of RNA Clean & Concentrator-5 (Zymo Research, R1013). The spike-in RNA mixes were then applied to RNA before fragmentation.

Total RNAs from whole cell or the chromatin-associated fractions were randomly fragmented by incubation at 94 °C for 4 min using 1× fragmentation buffer (NEB, E6186A). Fragmentation was stopped by adding 1× stop solution. Spike-in RNAs were added to each sample. Then, 4 μg anti-m^5^C antibody (Diagenode, MAb-081-100) was conjugated with 30 μl of protein G beads (Invitrogen, 1003D) in 300 μl IP buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% Triton X-100 (v/v), 1 mM spermidine) for 2 h at 4 °C on a rotating wheel. The same procedure was performed for a control reaction using mouse IgG isotype control (Abcam, ab37355). Bead–antibody complexes were washed three times with IP buffer and finally brought to 250 μl with IP buffer. After heat denaturation and quick chill on ice, 10 μg samples of RNA were added to the bead–antibody complexes and incubated with 1 μl SUPERase•In RNase Inhibitor (Invitrogen, AM2694) overnight at 4 °C on a rotating wheel. After several washes with IP buffer, RNA was incubated in 100 μl elution buffer (5 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.05% SDS, and 200 μg proteinase K (Invitrogen, 25530049)) for 1 h at 50 °C. Beads were removed by centrifugation in a microcentrifuge, and the supernatant was purified with RCC-5 without size selection. Immunoprecipitated RNAs were eluted in water and then analysed using RT–qPCR. For next-generation sequencing, the immunoprecipitated RNAs were used as inputs for library constructions with the SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (TaKaRa Bio, 634411) according to the manufacturer’s instructions. Libraries were sequenced on the NovaSeq 6000 sequencer.

For analysing the effects of GC ratio and m^5^C modification levels, we designed three different in vitro transcription templates to get 70%, 50% or 30% GC ratio RNA products based on firefly luciferase mRNA (Supplementary Table 2). DNA oligos were purchased from Integrative DNA Technologies and annealed with a complementary DNA oligo (T7; Supplementary Table 2) to enable T7 DNA polymerase binding. In vitro transcription was performed using the mMESSAGE mMACHINE T7 Transcription Kit (Invitrogen, AM1344) and manually reconstituted dNTP mixes with a 0%, 0.2%, 2% or 20% m^5^CTP/CTP ratio. 5-methylcytidine-5-triphosphate was obtained from TriLink Biotechnologies (N-101405). Yielded RNA was purified using the standard protocol of the RNA Clean & Concentrator-5 (Zymo Research, R1013) kit. meRIP–qPCR experiments were performed according to the protocol mentioned above, and yeast tRNA (Invitrogen, AM7119) was mixed with RNA probes as a carrier.

### RNA amplicon bisulfite sequencing

caRNAs were isolated from *Tet2* WT or *Tet2-*KO mES cells as aforementioned. Ultrafast bisulfite (UBS) conversion was performed according to the published protocol^28^. Reverse transcription was then performed with SuperScript III Reverse Transcriptase (Invitrogen, 18080093) using individual RT primers (Supplementary Table 2). The resulting cDNA was amplified for 10 cycles using NEBNext Ultra II Q5 Master Mix (NEB, M0544S) according to the standard protocol except that the *T*_m_ was set to 50 °C. Amplified DNA was quantified using the universal p5 primer (Supplementary Table 2) and p7 primer from NEBNext Multiplex Oligos for Illumina (NEB, E7500S). cDNAs amplified from different amplicons were then pooled together based on qPCR quantifications to achieve equal sequencing depth in the final DNA library. A final amplification was performed using the two primers (universal p5 primer and p7 primer from NEBNext Multiplex Oligos for Illumina) for 15 cycles using NEBNext Ultra II Q5 Master Mix (NEB, M0544S). PCR products were recovered using 1.0 volume of AMPure XP beads (Beckman Coulter, A63882) and subjected to sequencing on a NovaSEQ-X sequencer.

### meDIP analysis

For methyl-DNA immunoprecipitation (meDIP) analysis, genomic DNA was extracted from cultured cells using the Monarch Genomic DNA Purification Kit (New England Biolabs, T3010S). Unmethylated lambda DNA (Promega, D1521) was spiked at a 0.5% ratio for quality control of the immunoprecipitation. DNAs were then fragmented to 200–1,000 bp by incubation for 22 min with NEBNext dsDNA Fragmentase (New England Biolabs, M0348S). The fragmented DNA was then denatured at 95 °C for 5 min and immediately cooled on ice for another 5 min. The input samples were removed and saved on ice for later use. The reaction was conducted in IP buffer (150 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.1% NP-40) at 4 °C overnight. The beads were then washed three times with IP buffer, followed by three washes by high-salt wash buffer (500 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.1% NP-40). Immunoprecipitated DNA was extracted by proteinase K digestion (Invitrogen, 25530049) before qPCR analysis. High-throughput sequencing libraries were constructed using xGen Methyl-Seq Lib Prep kits (IDT, 10009860) and sequenced on the NovaSEQ-X sequencer.

### RNA synthesis rate assay

The RNA synthesis rate was measured with a procedure modified from the protocol Click-iT Nascent RNA Capture Kit, for gene expression analysis (Invitrogen, C10365). mES cells were seeded to 6 cm dishes at the same density in three replicates. After 42 h, cells were treated with 1 mM 5-ethynyl uridine for 10 min, 20 min and 40 min before RNA collection using TRIzol Reagent (Invitrogen, 15596026). Ribosomal RNA was depleted from total RNA preps before the click reaction with biotin azide (PEG4 carboxamide-6-azidohexanyl biotin). Biotinylated RNA was enriched using Dynabeads MyOne Streptavidin T1 (Invitrogen, 65601). 

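Reads on the 92 ERCC transcripts, which set the scale of every level, numbered between 437913 and 512186 per WT library at 10 min of EU, between 120426 and 153195 at 20 min and between 79017 and 94811 at 40 min. For *Tet2*-KO the ranges were 189228 to 234290, 89633 to 98571 and 44162 to 55247. Between 58 and 77 of the transcripts had a read in a library. The ERCC CPM of a library followed the mean over all libraries with an R-squared of 0.971 to 0.999. Because the spike-in was added in proportion to total RNA, the level is per total RNA and not per cell. The spike-in was added after the capture, so it does not correct for differences in labelling or capture.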

ERCC RNA spike-in mix (Invitrogen, 4456740) was added to the eluted RNA with the amount proportional to the total RNA of each sample before rRNA depletion. Spiked RNAs were used as an input for RNA-seq library construction using the SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (TaKaRa Bio, 634411) according to the manufacturer’s instructions. Libraries were sequenced on the NovaSeq 6000 sequencer.

### CUT&Tag analysis

Cleavage under targets and tagmentation (CUT&Tag) analysis was performed using the CUT&Tag-IT Assay Kit (Active motif, 53160) according to the manufacturer’s instructions. In brief, 0.2 million cells were used as an input for one replicate and washed with 1× wash buffer. Washed cells were conjugated to concanavalin A beads and permeabilized with Digitonin-containing buffer before incubation with primary antibodies (anti-H3K27me3, anti-H2AK119ub or normal rabbit IgG). Preassembled protein A-Tn5 transposome-enabled DNA tagmentation was performed after secondary antibody conjugation. Equal amounts of *Drosophila* spike-in chromatin preps (Active Motif, 53083) were added to each samples and subjected to the Tn5 tagmentation reaction. Tagged DNA was extracted by proteinase K digestion and amplified by PCR with indexed primers to yield DNA libraries. DNA libraries were subjected to qPCR analysis with gene-specific primers or high-throughput sequencing on the NovaSeq 6000 sequencer.

### Construction of induced tethering mES cell lines

Cell lines stably expressing dCas13 protein fusion with catalytic domain of mouse TET2 (TET2-CD) or catalytic dead mutants were constructed first from WT mES cells. The coding sequence of dCas13 was cloned from plasmid pCMV-dCas13-M3nls, which was a gift from D. Liu (Addgene plasmid, 155366). The coding sequence of TET2-CD was cloned from the plasmid pcDNA3-FLAG-mTET2 (CD), which was a gift from Y. Xiong (Addgene plasmid, 89736), and the catalytic-dead mutant was cloned from the plasmid pcDNA3-Flag-Tet2 CD Mut, which was a gift from Y. Zhang (Addgene plasmid, 72220). pLR5-CBh-dCas9-hEzh2-IRES-Hyg was a gift from H. Ochiai (Addgene plasmid, 122375). The coding sequences of TET2-CD (or mutant) and dCas13 or dCas9 were fused. The fusion protein was delivered to mES cells with the piggyBac transposon system using the pLR5 vector and selected with hygromycin B (Gibco, 10687010). Sequences expressing guide RNA for dCas13 were cloned into a plasmid expressing a Tet operator controlled H1 operator (H1-2O2)^52^. This tet-pLKO-sgRNA-puro plasmid was a gift from N. Gray (Addgene plasmid, 104321). The guide-RNA expression plasmid was delivered into the TET2-CD-fusion protein-expressing mES cells by lentivirus. The resulting cell lines were selected with puromycin (Gibco, A1113803).

### ASO and plasmid transfection in HSPCs

The steric-blocking antisense oligonucleotides (ASOs) (Integrated DNA Technologies) targeted to the hypermethylated motifs were fully modified with 2′-O-methoxyethyl (2′MOE) bases and phosphorothioate bonds, which were also incorporated with a fluorescent dye Cy5 at the 3′ end to monitor transfection efficiency. The NC5 ASO was used as a negative control that was not targeted to the human or mouse genome.

IAPEz-int 2′MOE: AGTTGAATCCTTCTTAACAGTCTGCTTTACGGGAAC

Sequence: /52MOErA/*/i2MOErG/*/i2MOErT/*/i2MOErT/*/i2MOErG/*/i2MOErA/*/i2MOErA/*/i2MOErT/*/i2MOErC/*/i2MOErC/*/i2MOErT/*/i2MOErT/*/i2MOErC/*/i2MOErT/*/i2MOErT/*/i2MOErA/*/i2MOErA/*/i2MOErC/*/i2MOErA/*/i2MOErG/*/i2MOErT/*/i2MOErC/*/i2MOErT/*/i2MOErG/*/i2MOErC/*/i2MOErT/*/i2MOErT/*/i2MOErT/*/i2MOErA/*/i2MOErC/*/i2MOErG/*/i2MOErG/*/i2MOErG/*/i2MOErA/*/i2MOErA/*/i2MOErC//3Cy5Sp/

MERVL 2′MOE: ACCATTACTGGGTATGTTAT

Sequence: /52MOErA/*/i2MOErC/*/i2MOErC/*/i2MOErA/*/i2MOErT/*/i2MOErT/*/i2MOErA/*/i2MOErC/*/i2MOErT/*/i2MOErG/*/i2MOErG/*/i2MOErG/*/i2MOErT/*/i2MOErA/*/i2MOErT/*/i2MOErG/*/i2MOErT/*/i2MOErT/* /i2MOErA/*/i2MOErT//3Cy5Sp/

NC5 2′MOE: GCGACTATACGCGCAATATG

Sequence: /52MOErG/*/i2MOErC/*/i2MOErG/*/i2MOErA/*/i2MOErC/*/i2MOErT/*/i2MOErA/*/i2MOErT/*/i2MOErA/*/i2MOErC/*/i2MOErG/*/i2MOErC/*/i2MOErG/*/i2MOErC/*/i2MOErA/*/i2MOErA/*/i2MOErT/*/i2MOErA/* /i2MOErT/*/i2MOErG//3Cy5Sp/

The crRNA targeting the primary m^5^C sites on IAPEz sequence based on our RNA bisulfite sequencing results was custom-synthesized and cloned into the pLentiRNAGuide_002-hU6-RfxCas13d-DR-BsmBI-EFS-EGFP:P2A:Puro-WPRE vector. The catalytic domain of mouse TET2 (mTET2-CD) or a catalytically dead mutant TET2(H1304Y/D1306A) (mTET2CDHxDCD) was cloned into the pLV[Exp]-[EF-1sc>[NLS-RfxCas13d]:[Linker]:P2A:mCherry(ns):T2A:Bsd vector. All of these plasmids were synthesized, constructed and confirmed by VectorBuilder.

All of the ASOs and plasmids were transfected into HSPCs using electroporation with the P3 Primary Cell 4D-Nucleofector X Kit S (Lonza Bioscience, V4XP-3032) with the program CV-137.

### ASO transfections

We designed ASOs targeting the primary m^5^C sites on IAPEz or MERVL sequences based on our RNA m^5^C sequencing results. ASO transfections in mES cells were performed using the Lipofectamine RNAiMAX Transfection Reagent (Invitrogen, 13778075) according to the manufacturer’s instructions.

### Cross-linking and immunoprecipitation and PAR-CLIP

Cultured mES cells or human leukaemia cells (SKM-1, WT and *TET2*^*−/−*^ THP-1 and K-562) were UV cross-linked at 254 nm with a Stratalinker (Stratagene) twice to achieve a 4,500 J m^−2^ UV flux and then flash-frozen in liquid nitrogen. For photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP), 4-thiouridine was added to the cell culture medium 14 h before UVA irradiation (365 nm) three times, 1,500 J m^−2^ each. The pellets were thawed on ice and resuspended in 3 volumes of ice-cold CLIP lysis buffer (50 mM HEPES pH 7.5, 150 mM KCl, 2 mM EDTA, 0.5% (v/v) NP-40, 0.5 mM DTT, 1 × Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78442), 1 × RNaseOUT recombinant ribonuclease inhibitor (Invitrogen, 10777019)). The pellets were lysed by rotating at 4 °C for 15 min after passing through a 26 G needle (BD Biosciences). Embryo suspensions were sonicated on the Bioruptor system (Diagenode) with 30 s on/30 s off for 5 cycles. Lysates were cleared by centrifugation at 21,000*g* for 15 min at 4 °C on a benchtop centrifuge. The supernatants were applied to Flag-antibody-conjugated (Abcam, ab205606) protein A beads (Invitrogen, 1001D) and left overnight at 4 °C on an end-to-end rotor. The beads were washed extensively with 1 ml wash buffer (50 mM HEPES pH 7.5, 300 mM KCl, 0.05% (v/v) NP-40, 1 × Halt protease and phosphatase inhibitor cocktail, 1 × RNaseOUT recombinant ribonuclease inhibitor) at 4 °C five times. Protein–RNA complex conjugated to the beads was treated with 8 U μl^−1^ RNase T1 (Thermo Fisher Scientific, EN0541) at 22 °C for 10 min with shaking. The input samples were digested in parallel. Then, input and IP samples were separated on an SDS–PAGE gel and gel slices at corresponding size ranges were treated by proteinase K (Invitrogen, 25530049) elution. RNA was recovered with TRIZol reagent (Invitrogen, 15596026). T4 PNK (Thermo Fisher Scientific, EK0031) end repair was then performed with purified RNA before library construction with the NEBNext Small RNA Library Prep Set for Illumina (NEB, E7330S). Libraries were pooled and sequenced on the NovaSeq 6000 sequencer.

### Electrophoretic mobility shift assay

Recombinant MBD6-MBD–MBP–His protein was purified from *Escherichia coli* BL21 (DE3). Different concentrations of proteins were mixed with 100 nM FAM-labelled oligo probes in 1 × binding buffer (20 mM HEPES pH 7.5, 40 mM KCl, 10 mM MgCl_2_, 0.1% Triton X-100, 10% glycerol and 1 × RNaseOUT Recombinant Ribonuclease Inhibitor (Invitrogen, 10777019)). The probe–protein mixture was incubated on ice for 30 min. The mixtures were loaded to a 10% Novex TBE Gel (Invitrogen, EC62755BOX). After gel running at 4 °C in 0.5× TBE for 2 h, the gel was washed twice in 0.5× TBE for 5 min. Washed gel was imaged with the GelDoc imaging system (Bio-Rad) with channel ‘FAM’. Individual *K*_D_ values were determined from a regression equation *Y* = [*P*]/(*K*_D_ + [*P*]), where *Y* is the fraction of probe bound at each protein concentration. The fraction bound is determined from the background-subtracted signal intensities using the expression: bound/(bound + unbound). [*P*] is protein concentration in each sample.

### Quantitative analysis of RNA modification levels of CLIP RNA

Cultured mES cells were washed twice with DPBS before UV cross-linking at 254 nm with a Stratalinker (Stratagene) and flash-frozen in liquid nitrogen. The pellets were thawed on ice and resuspended in 3 volumes of ice-cold CLIP lysis buffer (50 mM HEPES pH 7.5, 150 mM KCl, 2 mM EDTA, 0.5% (v/v) NP-40, 0.5 mM DTT, 1 × Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78442), 1 × RNaseOUT recombinant ribonuclease inhibitor (Invitrogen, 10777019)). The pellets were lysed by rotating at 4 °C for 15 min after passing through a 26 G needle (BD Biosciences). The cell suspensions were sonicated on the Bioruptor system (Diagenode) with 30 s on/30 s off for 5 cycles. Lysates were cleared by centrifugation at 21,000*g* for 15 min at 4 °C on a benchtop centrifuge. The supernatants were applied to Flag-antibody (Abcam, ab205606) conjugated protein A beads (Invitrogen, 1001D) and left overnight at 4 °C on an end-to-end rotor. Beads were washed extensively with 1 ml wash buffer (50 mM HEPES pH 7.5, 300 mM KCl, 0.05% (v/v) NP-40, 1 × Halt Protease and Phosphatase Inhibitor Cocktail, 1 × RNaseOUT Recombinant Ribonuclease Inhibitor) at 4 °C five times. Then, the input and IP samples were treated by proteinase K (Invitrogen, 25530049) to release cross-linked RNA. RNA was recovered with TRIZol reagent (Invitrogen, 15596026). Ribosomal RNA was then removed using the RiboMinus Eukaryote System v2 (Invitrogen, A15026) with purification and size-selection using the RNA Clean & Concentrator-5 (Zymo Research, R1013) kit. Recovered RNAs were subjected to digestion and MS/MS analysis.

### Biotinylation of immunoprecipitated RNAs

Biotin labelling of immunoprecipitated RNA was performed according to a published protocol^53^.

### Fluorescence microscopy

For immunolabelling, cells were fixed with 4% PFA in DPBS at 37 °C for 5 min, permeabilized with methanol at −20 °C for 8 min, dried at room temperature for 10 min and then washed three times with DPBS at room temperature. The chambers were blocked in blocking buffer (DPBS, 0.5% BSA, 0.05% Triton X-100, 1:100 SUPERase·In (Invitrogen, AM2694)) for 1 h at room temperature and primary antibodies were diluted in blocking solution according to the suggested fold from the manufacturer’s and incubate at room temperature for 1 h. Chambers were washed three times with 0.05% Triton X-100 in DPBS, then 1:1,000 diluted goat anti rabbit IgG-AF568 conjugate (Invitrogen, A-11011) in blocking solution was added to each well and the chambers were incubated at room temperature for 1 h. The chambers were then washed three times with 0.05% Triton X-100 in DPBS and fixed with 4% PFA in DPBS for 30 min at room temperature and washed three times with DPBS. Nuclei were counterstained with 2 µg ml^−1^ Hoechst 33342 (Abcam, ab145597) in DPBS at room temperature for 20 min, wash with DPBS three times. The chambers were stored at 4 °C before proceeding to imaging on a Leica SP8 laser-scanning confocal microscope at University of Chicago.

### Lifetime profiling

Transcription inhibitor actinomycin D (Act D, Abcam ab141058) was applied to a final concentration of 2.5 μM in mES cell medium to cultured mES cells or cultured Lin^−^KIT^+^ mouse HSPCs. Actinomycin D treatment started at 48 h after siRNA transfection (if any). RNAs were extracted from cells at different timepoints after actinomycin D treatment (10 min, 3 h and 6 h). Custom spike-in RNA (in vitro transcribed from firefly luciferase coding sequence) was added proportional to the yield of total RNA for different samples for RNA quantifications. RNA abundance was normalized to the value at 10 min for each condition.

### DNA-seq data analysis

Raw reads were trimmed with Trimmomatic (v.0.39)^54^ and then mapped to mouse genome (mm10) or human genome (hg38), together with *Drosophila melanogaster* chromatin (spike-in chromatin), using bowtie2 (v.2.4.1)^55^ using the default mode, where multiple alignments are searched and the best one is reported. Mapped reads were deduplicated using the Picard tool MarkDuplicates (v.2.26.2; http://broadinstitute.github.io/picard/).

For ATAC–seq, reads that mapped to the mitochondrial genome were discarded before deduplication. Peaks were identified using MACS2^56^ with the default mode, except for the parameters ‘--shift −75 --extsize 150 --nomodel --call-summits’. For CUT&Tag–seq, peaks were called using MACS2 with the default mode, except for the parameters ‘--broad --broad-cutoff 0.01’. For both ATAC–seq and CUT&Tag-seq, peaks that appeared in at least two biological replicates were retained for subsequent downstream analyses. The chromatin accessibility (ATAC) and H2AK119ub levels (CUT&Tag) were normalized by considering both sequencing depth and spike-in *Drosophila melanogaster* chromatin.

For meDIP–seq, differentially methylated regions were identified using MEDIPS^57^ with the following settings: diff.method = ‘edgeR’, p.adj = ‘bonferroni’, MeDIP = True, CNV = False, minRowSum = 10. Regions with an adjusted *P* value of less than 0.1 were defined as significantly differentially methylated regions.

### Nascent RNA-seq data analysis

Raw reads were trimmed with Trimmomatic (v.0.39)^54^, and then aligned to mouse genome and transcriptome (mm10, version M19) as well as external RNA Control Consortium (ERCC) RNA spike-in control (Thermo Fisher Scientific) using HISAT2 (v.2.2.1)^58^. Annotation files (version M19 for mouse) were obtained from GENCODE database (https://www.gencodegenes.org/)^59^. Reads on each GENCODE annotated gene were counted using HTSeq (v.0.12.4)^60^ and then normalized to counts per million (CPM) using edgeR packages in R^61^. CPM was converted to attomole by linear fitting of the RNA ERCC spike-in. 

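The lines fitted to the total level of protein-coding genes had an intercept of -3.22 reads per ERCC read (standard error 12.6, n = 9 libraries) in WT and -0.01 (standard error 12.7, n = 9) in *Tet2*-KO. R-squared was 0.958 in WT and 0.982 in *Tet2*-KO. The rise was not the same in both intervals. Between 10 and 20 min the level rose by 9.32 per min in WT and 10.3 per min in *Tet2*-KO, and between 20 and 40 min by 4.64 and 8.89 per min.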

The RNA level and EU adding time were fitted using a linear mathematical model, and the slope was estimated as transcription rate of RNA.

### CLIP–seq data analysis

Low-quality reads were filtered using ‘fastq_quality_filter’, and adapters were clipped using ‘fastx_clipper’, then adapter-free reads were collapsed to remove PCR duplicates using ‘fastx_collapser’ and, finally, reads longer than 15 nucleotides were retained for further analysis (http://hannonlab.cshl.edu/fastx_toolkit/). Reads from rRNA were removed. The preprocessed reads were mapped to mouse genome (mm10) using bowtie (v.1.0.0)^62^ with ‘-v 3 -m 10 -k 1 --best --strata’ parameters. Mapped reads were separated by strands with samtools (v.1.16.1)^63^ and peaks on each strand were called using MACS2 (v.2)^56^ with parameter ‘-nomodel, --keep-dup 5, -g 1.3e8, -extsize 150’ separately. Significant peaks with *q* < 0.01 identified by MACS2 were considered. Peaks identified in at least two biological replicates were merged using bedtools (v.2.31.0)^63^ and were used in the following analyses.

### RNA-seq data analysis

Raw reads were trimmed with Trimmomatic (v.0.39)^54^, then aligned to mouse (mm10) or human (hg38) genome and their corresponding transcriptome, together with external RNA Control Consortium (ERCC) RNA spike-in control (Thermo Fisher Scientific) when applicable, using HISAT2 (v.2.2.1)^58^. Annotation files (version M19 for mouse, and version v29 for human in gtf format) were obtained from GENCODE database (https://www.gencodegenes.org/)^59^. Reads were counted for each GENCODE annotated gene using HTSeq (v.0.12.4)^60^ and for caRNAs using featureCounts^64^, and then differentially expressed genes were called using DESeq2 package in R^65^ with *P* < 0.05. In this step, the spike-in normalization factor was calculated by dividing the number of reads mapped to ERCC spike-ins by the total number of mapped transcriptomic reads. This factor was then included in the size factor calculation for DESeq2.

### m^5^C meRIP–seq data analysis

Raw reads were trimmed with Trimmomatic (v.0.39)^54^, then aligned to mouse (mm10) or human (hg38) genome and transcriptome, together with m^5^C modified or unmodified mRNA spike-ins (see the ‘m^5^C methylated RNA immunoprecipitation with spike-in’ section for details), using HISAT2 (v.2.1.0)^58^. Annotation files (version M19 for mouse, and version v29 for human in gtf format) were downloaded from the GENCODE database (https://www.gencodegenes.org/)^59^. Mapped reads were deduplicated using a Picard tool ‘MarkDuplicates’ (v.2.26.2) (http://broadinstitute.github.io/picard/). The remaining reads were separated by strands with samtools (v.1.16.1)^63^ and peaks on each strand were called using MACS2 (v.2)^56^ with the parameters ‘--nomodel --extsize 150’. Genome-specific parameters ‘-g hs’ for human and ‘-g mm’ for mouse were separately applied. We required significant peaks (*q* < 0.01) to appear in all biological samples to be considered validated. Peaks within the same conditions were then merged using bedtools (v.2.31.0)^63^ for subsequent analysis. To quantify m^5^C methylation levels, we initially compared reads mapped to m^5^C-methylated spike-ins with those mapped to their unmethylated counterparts to confirm satisfactory pull-down efficiency. The m^5^C methylation levels were determined by calculating the log_2_-transformed fold changes between immunoprecipitation) and input samples. The normalization factor was calculated by dividing the number of reads mapped to the m^5^C-methylated spike-in by the total number of transcriptomic reads. This approach enabled us to quantify the global changes in m^5^C levels under different conditions.

### Chromatin-associated RNA UBS amplicon-seq analysis

Adapter sequences and low-quality reads were trimmed using cutadapt (v.4.0). Only properly paired reads with a length less than 20 nucleotides were retained. The 7 nucleotides of the UMI at the 5′ end of the insert fragments (R2) were extracted. Clean reads were then mapped to the mouse genome sequence (mm10) using the HISAT-3n tool^66^ with the ‘--base-change C,T’ argument. To leverage the strand-specific property of the library, the ‘--directional-mapping’ parameter was applied. To increase the accuracy of site identification, only properly paired reads without soft clipping were retained. To eliminate unconverted clusters, reads containing more than three unconverted C sites, or where more than one-third of the total C sites were unconverted, were discarded. A binomial model was used to calculate a *P* value for each site, and sites with a *P* value less than 0.01 were classified as m^5^C sites.

### Antibodies

The antibodies used in this study are summarized below: rabbit monoclonal anti-H2AK119ub antibody (Cell Signaling Technology, 8240S, 1:1,000 for western blot, 1:50 for CUT&Tag); rabbit monoclonal anti-H3 antibody (Cell Signaling Technology, 4499S, 1:1,000); mouse monoclonal anti-TET2 antibody (MilliporeSigma, MABE462, 1:500); rabbit monoclonal anti-GAPDH antibody, HRP conjugate (Cell Signaling Technology, 8884S, 1:1,000); rabbit monoclonal anti-DDDDK tag antibody (Abcam, ab205606, 1:1,000 for western blot, 1:50 for immunoprecipitation); rabbit polyclonal anti-SNRP70/U1-70K antibody (Abcam, ab83306, 1:1,000); mouse monoclonal anti-5-methylcytosine antibody (Diagenode, C15200081-100, 1:1,000 for dot blot, 1:50 for meRIP); mouse monoclonal anti-hm^5^C antibody (Diagenode, C15200200-100, clone Mab-31HMC, 1:1,000 for dot blot); rabbit monoclonal anti-H3K27me3 antibody (Cell Signaling Technology, 9733S, only for CUT&Tag experiments, 1:50); mouse monoclonal anti-BAP1 antibody (Santa Cruz, sc-28383, 1:50 for CUT&Tag). Goat anti-rabbit IgG, HRP conjugated antibody (Cell Signaling Technology, 7074S, 1:2,000) and horse anti-mouse IgG, HRP conjugated antibody (Cell Signaling Technology, 7076S, 1:2,000) were used as secondary antibodies. Mouse IgG-isotype control (Abcam, ab37355, 1:50 for immunoprecipitation) and rabbit IgG-isotype control (Abcam, ab37415, 1:50 for immunoprecipitation) were used as normal IgG controls. PerCP-Cy5.5 mouse lineage antibody cocktail (BD Biosciences, 561317, 1:100); PE rat anti-mouse CD117 (BD Biosciences, 553869, 1:100); Brilliant Violet 421 (BV421, 1:100) anti-mouse/human CD11b (Mac-1) (BioLegend, 101236, 1:100); APC mouse anti-human CD45 (BD Biosciences, 555485, 1:100); PE mouse anti-human CD33 (BD Biosciences, 561816, 1:100); PE-Cy7 rat anti-mouse CD45 (BD Biosciences, 552848, 1:100); PerCP-Cy5.5 mouse anti-mouse CD45.2 (BD Biosciences, 552950, 1:100) and FITC mouse anti-mouse CD45.1 (BD Biosciences, 553775, 1:100). All antibodies were applied at a dilution fold according to the manufacturer’s suggestions for specific use unless specified elsewhere in the Methods.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07969-x.

## Supplementary information

Supplementary Information Supplementary Figs. 1–3.

Reporting Summary

Supplementary Table 1 Summary of high-throughput sequencing samples. Antibodies and library sources were indicated.

Supplementary Table 2 Sequences of qPCR primers, siRNAs, oligo nucleotides, antisense oligos and guide RNAs. Experiment type and references were indicated.

## Source data

Source Data Figs. 1–5 and Source Data Extended Data Figs. 1–9

## Data Availability

High-throughput sequencing data can be accessed at the GEO under accession number GSE241347. Previously published sequencing data that were reanalysed here are available under accession codes GSE103269, GSE48518, GSE181698 and GSE48519. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis
**Source:** Nature. 2024 Oct 2;634(8035):986–94. doi: 10.1038/s41586-024-07969-x
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–3.

---

## Supplementary information

---

# RNA m<sup>5</sup>C oxidation by TET2 regulates chromatin state and leukaemogenesis

---

In the format provided by the  
authors and unedited

## **RNA m<sup>5</sup>C oxidation by TET2 regulates chromatin state and leukemogenesis**

Zhongyu Zou<sup>1,2,7</sup>, Xiaoyang Dou<sup>1,2,7</sup>, Ying Li<sup>3,7</sup>, Zijie Zhang<sup>1,2</sup>, Juan Wang<sup>3</sup>, Boyang Gao<sup>2,4</sup>, Yu Xiao<sup>1,2</sup>, Yiding Wang<sup>2,4</sup>, Lijie Zhao<sup>1,2</sup>, Chenxi Sun<sup>1,2</sup>, Qinzhe Liu<sup>1,2</sup>, Xianbin Yu<sup>1,2</sup>, Hao Wang<sup>1,2</sup>, Juyeong Hong<sup>3</sup>, Qing Dai<sup>1,2</sup>, Feng-Chun Yang<sup>5,6</sup>, Mingjiang Xu<sup>3,6\*</sup>, and Chuan He<sup>1,2\*</sup>

### **SUPPLEMENTARY INFORMATION**

#### **Contents:**

Supplementary Figure 1: Uncropped scans with size marker indications

Supplementary Figure 2: Gating strategies for single-colour flow cytometry

Supplementary Figure 3: Gating strategies for multiple-colour flow cytometry

Supplementary Table 1: Summary of high-throughput sequencing samples. Antibodies and library sources were indicated.

Supplementary Table 2: Sequences of qPCR primers, siRNAs, oligo nucleotides, antisense oligos, and guide RNAs. Experiment type and references were indicated.

**Fig. 3e and Extended Data Fig. 6c**  
Flag as loading control

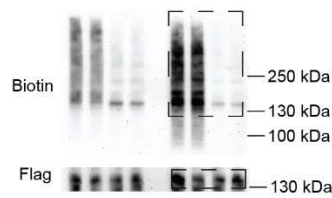

**Fig. 5b, GAPDH as loading control**

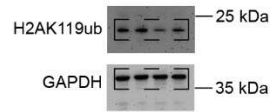

**Extended Data Fig. 1p**

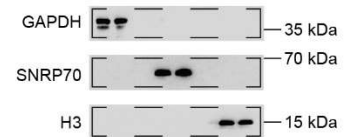

**Extended Data Fig. 2b, Alexa Fluor 488**  
as loading control

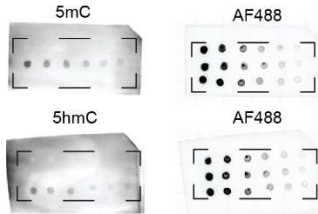

**Extended Data Fig. 6d**

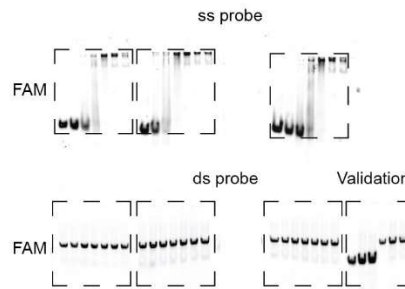

**Extended Data Fig. 6e**

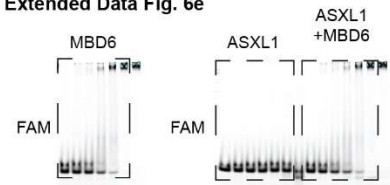

**Extended Data Fig. 6i**  
GAPDH as loading control

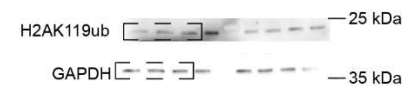

**Extended Data Fig. 9b,  $\beta$ -actin as sample processing control**

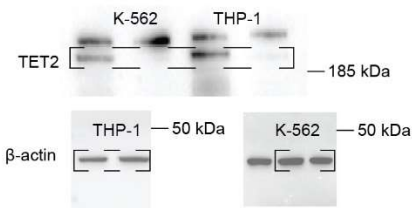

**Extended Data Fig. 10a**

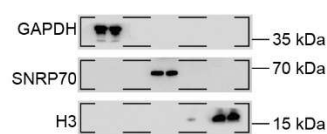

## Supplementary Figure 1 | Uncropped scans with size marker indications

Full scans of western blots and EMSA for the indicated figure panels. Dashed boxes indicate areas being cropped and displayed.

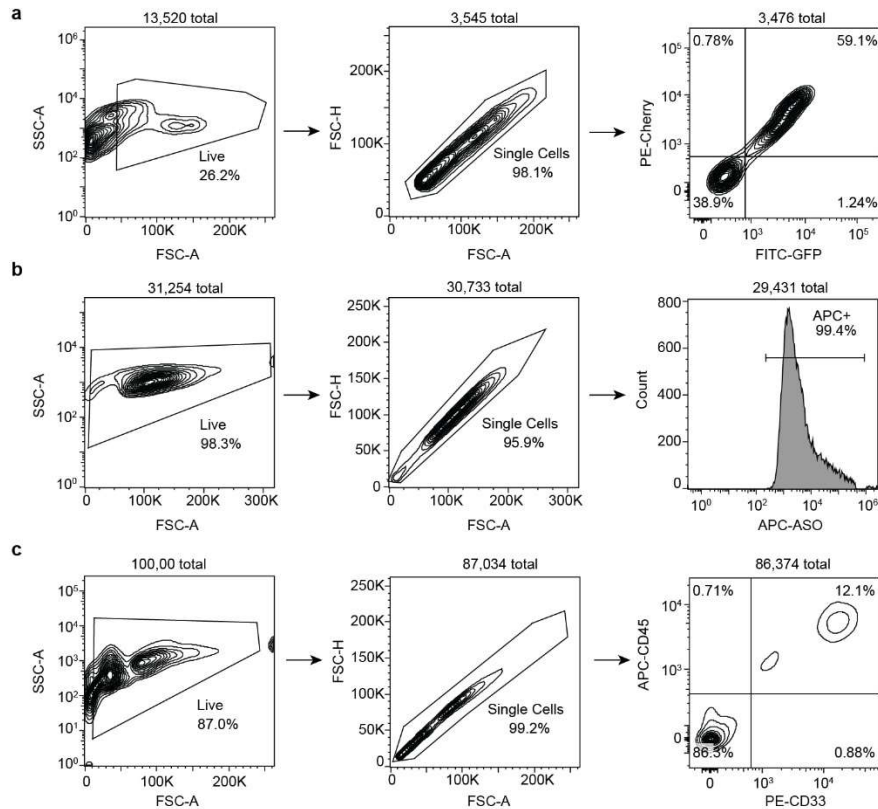

## Supplementary Figure 2 | Gating strategies for single-colour flow cytometry

**a**, Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. PE and FITC are used to gate cherry and GFP labeling respectively. For Extended Data Fig. 8b.

**b**, Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. APC is used to gate Cy5 labeled ASO. For Extended Data Fig. 8f.

**c**, Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. Human leukemia donor cells are enriched by human CD45 or CD33. For Extended Data Fig. 9i.

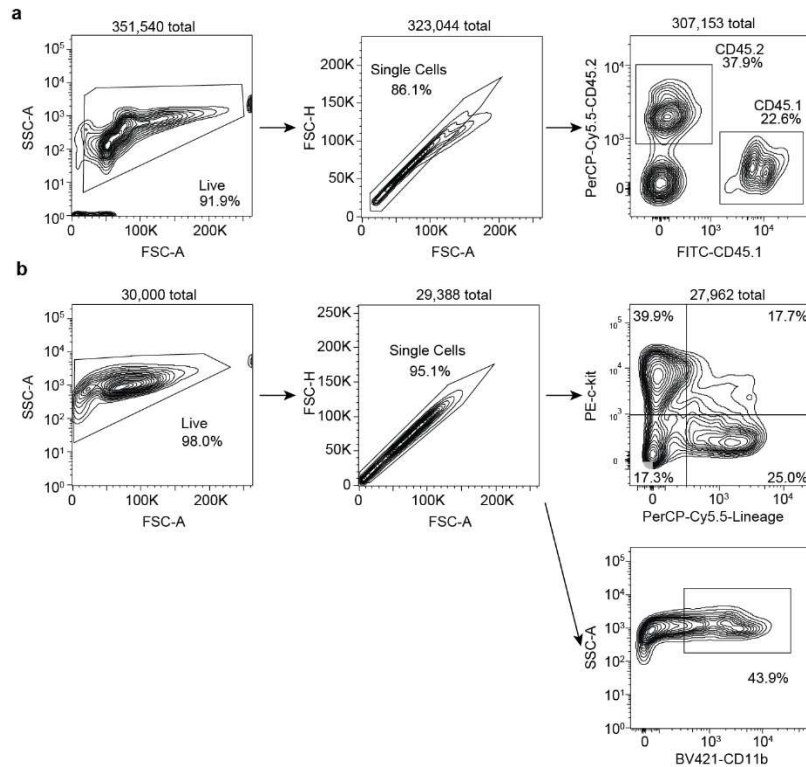

### Supplementary Figure 3 | Gating strategies for multiple-colour flow cytometry

**a**, Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. Donor cells are enriched by mouse CD45.2. For Fig. 4b,c.

**b**, Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. Mouse HSPCs cells are enriched by Lin<sup>-</sup>c-kit<sup>+</sup> population. Myeloid cells are enriched by CD11b population. For Fig. 4g, Extended Data Fig. 7d,k, Extended Data Fig. 8d,e, h, i.

# Supplementary material for: RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis
**Source:** Nature. 2024 Oct 2;634(8035):986–94. doi: 10.1038/s41586-024-07969-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

## Data analysis

Trimmomatic (version 0.39)  
 Bowtie2 (version 2.4.1)  
 Picard tool (version 2.26.2)  
 HISAT2 (version 2.2.1)  
 HTSeq (version 0.12.4)  
 edgeR (version 3.28.1)  
 bowtie (version 1.0.0)  
 fastx\_toolkit ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/), version 0.0.14)  
 MACS2 (version 2)  
 bedtools (version 2.31.0)  
 DESeq2 (version 1.26.0)  
 samtools (version 1.16.1)  
 MEDIPS (version 1.56.0)  
 MarkDuplicates (version 2.26.2)  
 HISAT-3n (version 2.2.1-3n-0.03)  
 featureCounts (Rsubread, version 2.0.1)  
 Cutadapt (version 4.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

High-throughput sequencing data can be accessed in the Gene Expression Omnibus (GEO) under accession number GSE241347. Previously published sequencing data that were re-analyzed here are available under accession code GSE103269, GSE48518, GSE181698, GSE48519. Source data are provided with this study. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample sizes. The sample size was determined based on previous studies and literature in the field using similar experimental paradigms (Liu J et al. Science, 2020; Wei J et al. Science, 2022; Dou X et al. Nature Cell Biology, 2023).

Data exclusions

No data were excluded from the analyses.

|               |                                                                                                                                                                       |
|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | All attempts at replication were successful and we did three replicates for most experiments. Number of replicates were stated throughout the manuscript.             |
| Randomization | Samples were allocated into different groups randomly.                                                                                                                |
| Blinding      | The investigators were blinded to group allocation during data collection. Data was post hoc registered to the treatment conditions and analyzed to prevent any bias. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The antibodies used in this study are summarized below: rabbit monoclonal anti-H2AK119ub antibody (Cell Signaling Technology, 8240S, RRID:AB\_10891618, clone D27C4); rabbit monoclonal anti-H3 antibody (Cell Signaling Technology, 4499S, RRID:AB\_10544537, clone D1H2); mouse monoclonal anti-TET2 antibody (MilliporeSigma, MABE462, RRID:AB\_2923169, clone hT2H); rabbit monoclonal anti-GAPDH antibody, HRP conjugate (Cell Signaling Technology, 8884S, RRID:AB\_11129865, clone D16H11); rabbit monoclonal anti-DDDK tag antibody (Abcam, ab205606, RRID:AB\_2916341, clone EPR20018-251); rabbit polyclonal anti-SNRP70/U1-70K antibody (Abcam, ab83306, RRID:AB\_10673827); mouse monoclonal anti-5-methylcytosine antibody (Diagenode, C15200081-100, RRID:AB\_2572207, clone 33D3); mouse monoclonal anti-5-hydroxymethylcytosine antibody (Diagenode, C15200200-100, clone Mab-31HMC); rabbit monoclonal anti-H3K27me3 antibody (Cell Signaling Technology, 9733S, RRID:AB\_2616029, clone C36B11, only for CUT&Tag experiments); mouse monoclonal anti-BAP1 antibody (Santa Cruz, sc-28383, RRID:AB\_626723, clone C-4). Goat anti-rabbit IgG, HRP conjugated antibody (Cell Signaling Technology, 7074S, RRID:AB\_2099233) and horse anti-mouse IgG, HRP conjugated antibody (Cell signaling Technology, 7076S, RRID:AB\_330924) were used as secondary antibodies. Mouse IgG-Isotype Control (Abcam, ab37355, RRID:AB\_2665484) and rabbit IgG-Isotype Control (Abcam, ab37415, RRID:AB\_2631996) were used as normal IgG controls. PerCP-Cy™5.5 mouse lineage antibody cocktail (BD Biosciences, 561317, RRID:AB\_10612020); PE Rat anti-mouse CD117 (BD Biosciences, 553869, RRID:AB\_395103); Brilliant Violet 421™ (BV421) anti-mouse/human CD11b (Mac-1) (BioLegend, 101236, RRID:AB\_11203704); APC Mouse Anti-Human CD45 (BD Biosciences, 555485, RRID:AB\_398600); PE Mouse anti-human CD33 (BD Biosciences, 561816, RRID:AB\_10896480, 1:100); PE-Cy™7 Rat anti-mouse CD45 (BD Biosciences, 552848, RRID:AB\_394489, 1:100); PerCP-Cy™5.5 Mouse Anti-Mouse CD45.2 (BD Biosciences, 552950, RRID:AB\_394528, clone 104(RUO)) and FITC Mouse Anti-Mouse CD45.1 (BD Biosciences, 553775, RRID:AB\_395043, clone A20(RUO)). All antibodies were applied at a dilution fold according to the manufacturer's suggestions for specific use unless specified in the methods section.

### Validation

All the antibodies were used according to the manufacturer's instructions for the validated purposes, see the links below. RRIDs for all the antibodies used were provided.  
H2AK119ub: for mouse and human CUT&Tag and WB (<https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240>).  
H3: for mouse and human WB (<https://www.cellsignal.com/products/primary-antibodies/histone-h3-d1h2-xp-rabbit-mab/4499>).  
TET2: for mouse WB (<https://www.sigmaaldrich.com/US/en/product/mm/mabe462>).  
GAPDH-HRP: for human and mouse WB (<https://www.cellsignal.com/products/antibody-conjugates/gapdh-d16h11-xp-174-rabbit-mab-hrp-conjugate/8884>).  
DDDDK tag (Flag tag): for WB and IP (<https://www.abcam.com/en-us/products/primary-antibodies/ddddk-tag-binds-to-flag-tag-sequence-antibody-epr20018-251-ab205606>).  
SNRP70: for human and mouse WB (<https://www.abcam.com/en-us/products/primary-antibodies/snrp70-u1-70k-antibody-ab83306>).  
5-methylcytosine (5mC): for IP and dot blot (<https://www.diagenode.com/en/p/5-mc-monoclonal-antibody-33d3-premium-100-ug-50-ul>).  
5-hydroxymethylcytosine (5hmC): for dot blot (<https://www.diagenode.com/en/p/5-hmc-monoclonal-antibody-mouse-classic-50-ug-50-ul>).  
H3K27me3: for WB and CUT&Tag (<https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>).  
BAP1: for IP (<https://www.scbt.com/p/bap1-antibody-c-4>).  
Goat anti-rabbit IgG, HRP conjugated antibody: for WB (<https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>).  
Horse anti-mouse IgG, HRP conjugated antibody: for WB (<https://www.cellsignal.com/products/secondary-antibodies/anti-mouse->

igg-hrp-linked-antibody/7076).

PerCP-Cy™5.5 mouse lineage antibody: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/panels-multicolor-cocktails-ruo/percp-cy-5-5-mouse-lineage-antibody-cocktail-with-isotype-control.561317>).

PE Rat anti-mouse CD117: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd117.553869>).

Brilliant Violet 421™ (BV421) anti-mouse/human CD11b (Mac-1): for flow (<https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd11b-antibody-7163?GroupID=BLG10427>).

APC Mouse Anti-Human CD45: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-mouse-anti-human-cd45.555485>).

PE Mouse anti-human CD33: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-human-cd33.561816>).

PE-Cy™7 Rat anti-mouse CD45: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd45.552848>).

PerCP-Cy™5.5 Mouse Anti-Mouse CD45.2: for flow (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-mouse-anti-mouse-cd45-2.552950>).

FITC Mouse Anti-Mouse CD45.1: for flow (<https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-mouse-anti-mouse-cd45-1.553775>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

WT and Tet2<sup>-/-</sup> mouse embryonic stem cells (mESCs) were gifts from Dr. Bing Ren lab<sup>15,61</sup>. The control and KO ESCs have been shown to be pluripotent by chimera formation assay. All mESCs were kept in DMEM (Gibco, 11995065) supplemented with 15% Stem Cell Qualified Fetal Bovine Serum, Heat Inactivated (Gemini Bio Products, 100-525), 1 × L-glutamine (Gibco, 25030081), NEAA (Gibco, 25030081), LIF (MilliporeSigma, ESG1107), 1 × β-mercaptoethanol (Gibco, 21985023), 3 μM CHIR99021 (STEMCELL Technologies, 72052) and 1 μM PD0325901 (STEMCELL Technologies, 72182) at 37 °C and 5% CO<sub>2</sub>. For stable TET2 overexpression mESCs, empty vector, WT Tet2 or Tet2 HxD mutant bearing piggyBac plasmids were constructed and transfected into Tet2 KO or Pspc1 KO mESCs using Lipofectamine™ 3000 Transfection Reagent (Invitrogen, L3000001) following the standard protocol. Stable expression clone selection was performed using 0.1 mg/ml hygromycin B (Gibco, 10687-010) for two weeks. The medium was replaced every 24 hours. ES cells were passaged on gelatin-coated plates twice to clear feeder cells before experiments.

Wild-type THP-1, K-562, and TF-1 cells were obtained from the American Type Culture Collection (ATCC). SKM-1 cell line was obtained from DSMZ (German Collection of Microorganisms and Cell Cultures GmbH). Wild-type OCI-AML3 cell was a gift from Dr. Lucy Godley at University of Chicago. Wild-type and TET2<sup>-/-</sup> K-562 and THP-1 cells were gifts from Dr. Babal K. Jha at Cleveland Clinic as previously generated<sup>62</sup>. THP-1, K-562, SKM-1, and OCI-AML3 cells were kept in RPMI-1640 (Gibco, 61870036) with 10% fetal bovine serum (FBS, Gibco 26140079) at 37 °C and 5% CO<sub>2</sub>. TF-1 was kept in RPMI-1640 (Gibco, 61870036) with 10% FBS (Gibco 26140079) and 2 ng/ml recombinant GM-CSF (Peprotech, 300-03) at 37 °C and 5% CO<sub>2</sub>. U-87 MG (HTB-14™), LN-229 (CRL-2611™), Hep G2 (HB-8065™), HeLa (CCL-2™), HCT 116 (CCL-247™), A549 (CCL-185™) and A-375 (CRL-1619™) cells were obtained from American Type Culture Collection (ATCC). U-87 MG and LN-229 were kept in ATCC-formulated Eagle's Minimum Essential Medium (ATCC, 30-2003) supplemented with 10% FBS (Gibco, 26140079) and 5% FBS (Gibco, 26140079), respectively. Hep G2, HeLa, HCT 116, A549 and A-375 cells were kept in DMEM (Gibco, 11995065) supplemented with 10% FBS (Gibco 26140079). All cell types were kept at 37 °C and 5% CO<sub>2</sub>.

shNC and shMBD6 THP-1 and K-562 cell lines were constructed by lentivirus transduction with TransDux™ MAX Lentivirus Transduction Reagent (System Biosciences, LV860A-1). Lentiviral particles were prepared by using HEK293T cells and lentiviral packaging plasmids pCMV-VSV-G and pCMV-dR8.2 (pCMV-VSV-G and pCMV-dR8.2 were gifts from Bob Weinberg (Addgene plasmid # 8454 ; <http://n2t.net/addgene:8454> ; RRID:Addgene\_8454 and Addgene plasmid # 8455 ; <http://n2t.net/addgene:8455> ; RRID:Addgene\_8455) and short hairpin RNA (shRNA) plasmid pLKO.1-shC002 (MilliporeSigma, SHC002) or pLKO.1-shMBD6 (MilliporeSigma, TRCN000038787). Forty-eight hours after transfection, lentiviral particles were precipitated with PEG-it Virus Precipitation Solution (System Biosciences, LV810-1). shNC and shMBD6 THP-1 and K-562 cell lines were kept in RPMI-1640 (Gibco, 61870036) with 10% fetal bovine serum (FBS, Gibco) and 1 μg/mL puromycin (Gibco, A1113803) at 37 °C and 5% CO<sub>2</sub>. siRNA or gene overexpression plasmids transfection in K-562 and THP-1 cells were performed according to the manufacturer's instructions for SF Cell Line 4D-Nucleofector™ X Kit (Lonza Biosciences, V4XC-2032, FF-120 for K-562) or SG Cell Line 4D-Nucleofector™ X Kit (Lonza Biosciences, V4XC-3024, FF-100 for THP-1).

TET2 KO THP-1 cell line for PDX model was generated using CRISPR-Cas9 system. Single-guide RNAs were designed with CRISPick tool (<https://portals.broadinstitute.org/gppx/crispick/public>) and then cloned into LentiCRISPR V2-GFP vector by SynBio Technologies. THP-1 cells were infected by Lentiviral particles for 72 hours and followed by GFP positive cells selection using BD FACSMelody™ Cell Sorter (BD Biosciences). KO efficiency was verified by Western Blot.

shNC, shMBD6 (MilliporeSigma, TRCN0000178563), shNsun2 (MilliporeSigma, TRCN0000325347), shNsun5 (MilliporeSigma, TRCN0000097512) or shTrdmt1 (MilliporeSigma, TRCN0000328293) LK HSPCs were constructed by electroporation with P3 Primary Cell 4D-Nucleofector™ X Kit S (Lonza Bioscience, Cat#V4XP-3032) by program CV-137.

### Authentication

All the cell lines used were directly purchased from the indicated sources and we did not use any commonly misidentified lines. No further authentications were performed.

### Mycoplasma contamination

All the cell lines used were tested negative of mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | These mice used in this study were backcrossed for more than 6 generations with C57BL/6 mice. 6–8 weeks old of WT C57BL/6 and Tet2 <sup>-/-</sup> mice were applied throughout this study, including both male and female. The adult NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ (NSG) mice (6–8 weeks old) for in vivo xenotransplantation study and 8-week-old BoyJ (CD45.1 <sup>+</sup> ) mice for competitive repopulation assay are purchased from The Jackson Laboratory.                                                                                                                                                                       |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Similar number of male and female mice were used in the human leukemia cells xenograft studies. Based on our knowledge, sex and leukemogenesis/HSPC maintenance of human leukemia cells in NSG mice are not relevant. We didn't observe significant difference in leukemogenesis/HSPC maintenance and survival between male and female mice.                                                                                                                                                                                                                                                                                              |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal studies were performed with the approval from the Institutional Animal Care and Use Committee (IACUC) at The University of Texas Health Science Center at San Antonio (UTHSCSA) and conducted in accordance with the institutional and national guidelines and regulations.<br>Mouse housing conditions: a 14-hour light/10-hour dark cycle is used. Researchers do not enter the mouse room during the dark cycle. Room temperatures were set to 21°C with 40–60% humidity. Immunodeficient mice (NSG) were housed in the same room condition but in a separate sterile room established for immunodeficient mice at UTHSCSA. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were stained with PerCP-Cy™5.5 mouse lineage antibody cocktail (BD Biosciences, 561317) and PE Rat anti-mouse CD117 (BD Biosciences, 553869) antibodies for hematopoietic stem and progenitor cells analysis. Brilliant Violet 421™ (BV421) anti-mouse/human CD11b (Mac-1) (BioLegend, 101236) was used to analyze myeloid lineage. Human chimerism was analyzed with PE Mouse anti-human CD33 (BD Biosciences, 561816) or APC Mouse Anti-Human CD45 (BD Biosciences, 555485) in peripheral blood (PB) and bone marrow (BM) cells from NSG mice xenotransplanted with K-562 or THP-1 cells. PerCP-Cy™5.5 Mouse Anti-Mouse CD45.2 (BD Biosciences, 552950) and FITC Mouse Anti-Mouse CD45.1 (BD Biosciences, 553775) antibodies were used for analyzing CD45.2/CD45.1 chimeras in competitive repopulation assay. |
| Instrument                | All the analyses were performed with a BD FACSCelesta™ flow cytometer (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | All flow cytometry data were analyzed by FlowJo-V10 software (TreeStar)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance | For hematopoietic stem and progenitor Linc-Kit+ (LK) cell selection, magnetic-activated cell sorting was applied with autoMACS® Pro Separator (Miltenyi Biotec). Briefly, the lineage-positive cells (Lin+) were depleted from total BM cells of 6–8 weeks old mice using the Direct Lineage Cell Depletion Kit (Miltenyi Biotec, 130-110-470), and then the lineage-negative cells (Lin-) were sorted with c-Kit (CD117) MicroBeads (Miltenyi Biotec, 130-091-224). The purity of selected cells was analyzed by flow cytometry to be > 78%.                                                                                                                                                                                                                                                                          |
| Gating strategy           | Forward scatter (FSC-A) versus side scatter (SSC-A) was set to gate all live hematopoietic cells, but exclude small debris. All single cells are gated by FSC-H/FSC-A, but exclude cell clumps. The unstained sample and single antibody-stained controls are used to gate where boundaries between “positive” and “negative” staining cell population.                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

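Nascent RNA of WT and *Tet2*-KO mES cells was measured after 10, 20 and 40 min of labelling with 5-ethynyl uridine, with 3 replicates for each of the 6 groups and 18 libraries in all. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to mm10, GENCODE M19 and the ERCC sequences, counted them per gene with HTSeq and deposited these counts without normalization. The paper's text does not name the feature type, strand setting or overlap mode of HTSeq, so genes that overlap or share sequence with others are uncertain. The deposited counts cover 54446 genes and 92 ERCC transcripts, and 54409 of the gene identifiers were found in GENCODE M21, which gave names, biotypes and positions on the same build. The authors then took CPM, converted it to attomoles by a linear fit of the ERCC spike-in and fitted a line on labelling time. The ERCC concentrations were not used here, so levels are relative, as reads per ERCC read for the total and reads per 1000 ERCC reads for a gene, and rates are their slopes by least squares with an intercept.

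Between 17931614 and 23069143 reads per library were counted on genes, with a median of 21470988 in WT and 19057565 in libraries labelled *Tet2*-KO. Between 44162 and 512186 reads fell on ERCC transcripts. Reads without molecular identifiers are not independent molecules. Genes with 3 counts or fewer in all libraries of a group were treated as at the floor, and folds against them are lower bounds.

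Genes were kept by edgeR's filterByExpr on the 6 groups with its minimum count of 10, which left 19910 genes, 15158 of them protein-coding and 4752 not. Calls used edgeR's quasi-likelihood test on one fit with a group per genotype and labelling time, ERCC read totals as library sizes and Benjamini-Hochberg adjustment at 0.05. Contrasts were taken at each labelling time, averaged over the 3 times, and for the change from 10 to 40 min. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. The total rate was compared by an exact permutation test over 8000 exchanges of labels within labelling times. Calls were set against all 10 splits at each labelling time, and against 100 random regroupings within labelling times. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The test of gene lists was limma's camera with an inter-gene correlation of 0.01 on TMM-normalized counts, with fry beside it, for lists with at least 3 tested genes. The lists were the genes chosen from the paper, Hox clusters, pluripotency, primitive endoderm, 2-cell-like, feeder fibroblast, immediate early, replication-dependent histones, mitochondrial, Y-linked and *Xist*. Further lists of fibroblast genes, 2-cell-like genes and ERK targets were written after the first results.

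The samples, designs, tests, first lists and alternatives were set before the data were examined, apart from those said to be chosen later. The genes named are of 2 kinds. The first are 18 genes chosen from the paper's text or primer table, which are not all the genes that it names. The second are the 5 highest and 5 lowest log2 fold changes among protein-coding genes with adjusted p under 0.05, mean log2 CPM above 2 and no overlap between genotypes at any labelling time. The alternatives were other scales from the ERCC reads, TMM and DESeq2's size factors, DESeq2's Wald test, other filters on low counts, a slope through the origin, pairs of labelling times, other sets of genes, a replicate block, each labelling time alone and each library left out in turn. The linear fit on ERCC CPM used the slope of the fit as the scale and did not subtract its intercept.

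The procedures were tested on simulated data for 19910 genes with the libraries' own means and sizes. Of 200 genes changed by a known fold, edgeR and DESeq2 each recovered 200, with 12 unchanged genes called by each. A rate ratio of 1.6 set in simulated levels was recovered as 1.60. These levels rose in a straight line through the origin, unlike the real ones. The simulated counts were drawn and fitted with the same TMM library sizes. The simulations therefore check the code, and do not test errors of the spike-in scale or a rise that is not linear. Transposable elements were not analysed here, because the deposited counts hold none.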

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

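The tests on carried-over RNA, on mitochondrial genes and on depth at 20 min below, and the test of the change in the summed level, were chosen only after their results had been seen.

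The difference between libraries labelled *Tet2*-KO and WT was not the same at all labelling times. The log2 fold change was lower at 40 min than at 10 min for 3835 genes and higher for 110 (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), with a median change in log2 fold change of -0.29 over the genes tested. These are signed changes, so for a gene below WT a lower value means a wider difference. These counts are not secure. The count of falling genes ran from 1686 without *Tet2*-KO 40 min replicate 2 to 5815 without WT 10 min replicate 2. With TMM normalization 1220 genes fell and 774 rose. Of 100 regroupings of the libraries within labelling times, the real one included, 7 gave as many genes. All 6 others kept the genotypes apart at 10 or at 40 min, so that the difference between genotypes itself entered them as a change, and the number does not show whether the change is chance. The same holds for the summed level, whose log2 ratio changed by -0.35 (exact permutation test, p = 0.565). An equal amount of unlabelled RNA carried through the capture would pull the genotypes together at the shortest labelling time, but the log2 ratio of the totals was 1.04 at 10 min. Gene length and GC content could not account for all of it, since the quintile medians nearest 0 were -0.28 for gene span and -0.28 for GC content. A factor per library, shared by all genes, may lie behind the change and was not separated from biology, because labelling time and library preparation were not varied apart.

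Genes that are not protein-coding, on which the paper reports no rate, also differed. Of the 4752 tested, 3204 were higher and 294 lower in libraries labelled *Tet2*-KO on average over the labelling times (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 of 100 regroupings, the real one, gave as many called genes over all biotypes. With TMM normalization 1093 were higher and 990 lower. Some are annotated as antisense to other genes, and the strand setting of the counting is not stated, so reads of protein-coding genes may have been counted on them. That source was not tested. At each single labelling time, 1 of the 10 splits of the 6 libraries gave as many called genes, and 10 splits cannot give a smaller share.

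The higher calibrated level covers protein-coding and other genes alike, so its technical sources bear on both. All 18 of the ERCC transcripts with at least 100 reads in every library gave on their own a level above 1 for *Tet2*-KO over WT, which is 100% of them, with log2 ratios from 0.45 to 1.00. The lowest median log2 fold change among quintiles of GC content was 0.65, and among quintiles of gene span 0.64. At 20 min, where the median of reads on genes was 19650600 in WT and 19315311 in libraries labelled *Tet2*-KO, the log2 ratio of the totals was still 0.50. These values argue against a few spike-in transcripts, GC content, gene length or depth as the whole source. Thinning every library to the smallest, which left the median for protein-coding genes at 0.69, was no test of depth, because it keeps the ratio of gene to ERCC reads. A different amount of spike-in per total RNA, or of total RNA per cell, remains open. So does a difference in EU labelling or in capture, because the spike-in was added only to the eluted RNA and does not correct for earlier steps. The mitochondrial genes, transcribed by another polymerase, had a median log2 fold change of 0.57, which a factor shared by all genes and a change in all transcription could both give, and the 2 cannot be told apart because this factor is confounded with genotype. The biological reading, faster transcription without TET2, stays open beside it in these libraries. The paper's other evidence for it does not rest on ERCC reads. By imaging of EU-labelled RNA, it reports higher transcription in *Tet2*-KO cells (Fig. 1b). It also reports a decrease in *Tet2*-KO cells that overexpressed WT *Tet2* but not the catalytically dead form (Fig. 1c).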

How the results depend on the processing

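The ratio of total transcription rates stayed above 1 in every alternative, but its size depended on the labelling times: it was 1.11 with 10 and 20 min only (p = 0.7) and 1.92 with 20 and 40 min only (p = 0.205, exact permutation tests). The permutation test of slopes fitted with an intercept could not go below 0.1 in any of these alternatives, so its p-values say nothing about stability. The p-value was past 0.05 with a slope through the origin (ratio 1.59, p = 0.00025), where the whole level and not only its rise is compared, and for the mean log2 ratio of the levels (0.74, p = 0.00025, exact permutation tests), which was added after the data were seen. Apart from leaving out libraries, the remaining alternatives gave p from 0.108 to 0.187. The 18 fits that each left out one library gave ratios from 1.48 to 1.65 and p from 0.118 to 0.26 (exact permutation tests).

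The median log2 ratio of slopes was -0.32 with TMM-normalized CPM (5952 genes with a positive slope in both), where the share of genes with the larger slope in libraries labelled *Tet2*-KO was 48.9%. CPM has a fixed total, so this setting removes any change shared by all genes. Its slope shows how a gene's share of the reads changed with labelling time, and the 5952 genes were picked by the sign of that slope. The -0.32 therefore does not test the direction of the rate ratio. With the spike-in scale, the median was 0.14 (share 62.6%) with 10 and 20 min only and 0.93 with 20 and 40 min only, and the cause was not tested. Leaving out one library gave medians from 0.55 to 0.71 and shares from 86.9% to 90.7%.

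The excess of higher genes rests on the spike-in scale. TMM normalization gave 4477 higher and 4262 lower at 10 min, 4048 and 3628 at 20 min, 3930 and 3695 at 40 min, 5690 and 5546 on average, and 774 rising and 1220 falling from 10 to 40 min. DESeq2's Wald test with its size factors on the genes gave 4338 and 4108, 3834 and 3603, 3751 and 3702, 5482 and 5533, and 778 and 1344. TMM set the median log2 fold change to 0.00 against 0.70 with ERCC, and 3116 genes called higher with ERCC were called lower with TMM. Genes with at least 10 counts in every library gave 204 lower genes at 10 min, 335 at 40 min and 460 on average, with fewer genes tested. DESeq2 with ERCC size factors called 68 genes rising from 10 to 40 min; the cause was not tested. Across the 18 fits that left out one library, counts of higher and lower genes ran from 15089 to 15925 and 356 to 444 at 10 min, 9510 to 11005 and 787 to 1016 at 20 min, 12369 to 13878 and 468 to 599 at 40 min, and 15854 to 16354 and 794 to 892 on average. Genes rising from 10 to 40 min ran from 71 to 134 and genes falling from 1686 to 5815.

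Replicate numbers do not pair the samples, since libraries with the same number in different groups had a median correlation of 0.00 (from -0.21 to 0.17). With the replicate block the ratio of total rates was 1.56 (p = 0.187, exact permutation test), the same slopes because the design is balanced.

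TMM and DESeq2's size factors on the genes centre the log2 fold changes near 0, so genes near the median cross 0 by construction. Among named genes, the values under these settings went below 0 for *Nsun5* (-0.010 and -0.015), *Nfkbia* (-0.066 and -0.071), *Bap1* (-0.10 and -0.11), *Pspc1* (-0.046 and -0.051), *Hprt* (-0.0069 and -0.012), *Tet3* (-0.0041 and -0.0087), *Tet2* (-0.16 and -0.16), *Cxxc5* (-0.10 and -0.11), *Socs3* (-0.47 and -0.47) and *Gapdh* (-0.13 and -0.14). Of these, *Bap1*, *Pspc1*, *Tet2*, *Socs3* and *Gapdh* were past 0.05 in both settings, *Cxxc5* with DESeq2 (adjusted p = 0.0452) but not with TMM (adjusted p = 0.0573, edgeR), and *Nsun5*, *Nfkbia*, *Hprt* and *Tet3* in neither (adjusted p from 0.393 to 0.957, edgeR and DESeq2), so that no difference from 0 was detected for these 4. *Nsun2*, *Mbd6* and *Trdmt1* stayed above 0 but were no longer called in either setting, and *Cxxc4* became called in both.

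Of the gene lists set first, the direction of 6 followed the scale: it was downward under camera and fry with TMM and upward under fry with ERCC. The median log2 fold change with ERCC was 0.68 for the genes chosen from the paper, 0.31 for Hox clusters and 0.56 for pluripotency. It was 0.54 for feeder fibroblast, 0.65 for replication-dependent histones and 0.57 for mitochondrial genes. The primitive endoderm list passed the threshold under fry with ERCC (0.95) and with TMM (0.25). The genes chosen from the paper (-0.010), Hox clusters (-0.37), feeder fibroblast (-0.16) and mitochondrial genes (-0.13) did so under fry with TMM. Among the lists written later, fibroblast genes and ERK targets were also downward under camera and fry with TMM and upward under fry with ERCC. Their medians with ERCC were 0.80 and 0.52. The later fibroblast list had a median of 0.11 with TMM, and passed the threshold under fry but not under camera (adjusted p = 0.139).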

Other observations

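The tests on library labels, on X-linked genes and on Y chromosome genes without the distal pair, the shuffles of genes along chromosomes, the sum of the *Zscan4* genes and the comparison of *Egr1* with other immediate early genes were chosen only after their results had been seen. The other tests of a cause were written after the pattern had been seen but before the result that they measure. All log2 fold changes here are relative to TMM unless stated, *Tet2*-KO over WT; the spike-in scale lies 0.70 above it at the median.

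The median log2 ratio of gene rates was matched or exceeded in 14 of 100 regroupings of the libraries within labelling times, the real one included. Of the 13 others, 12 kept the genotypes apart at 40 min, where the difference in level itself makes a slope ratio of this size, so the number does not show whether the ratio is chance.

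Of the lists set first, Y-linked genes (median -5.53, camera adjusted p = 3.36e-13, 4 of 4 genes lower), 2-cell-like genes (-2.77, adjusted p = 5.51e-08, 12 of 12 lower), pluripotency genes (-0.14, adjusted p = 3.94e-06, 12 of 19 lower and 6 higher) and immediate early genes (-0.72, adjusted p = 2.20e-05, 12 of 13 lower) were past 0.05 with Benjamini-Hochberg adjustment. These 4 calls held under fry with TMM. With the spike-in scale the pluripotency list turned upward, with 15 genes higher and 1 lower. The immediate early list had a median of -0.025 there, with 5 genes lower and 1 higher. Relative to TMM the pluripotency genes ranged from -2.21 to 0.33, so their median hides larger shifts. *Zfp42*, viewed on its own, had 520 to 568 CPM in the 9 WT libraries and 103 to 122 in the 9 labelled *Tet2*-KO. On the spike-in scale *Zfp42* was also lower at each labelling time. The genes chosen from the paper (-0.010, adjusted p = 0.727), Hox clusters (-0.37, 0.590), primitive endoderm (0.25, 0.590), feeder fibroblast (-0.16, 0.590), replication-dependent histones (-0.05, 0.590) and mitochondrial genes (-0.13, 0.166) were not past 0.05 under camera. *Xist* had a log2 fold change of -0.46.

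The Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* together had 45.8 to 58.2 CPM in the 9 WT libraries and 0.78 to 2.28 in the 9 labelled *Tet2*-KO. With 0 libraries on the side of the other genotype, the values argue against a mislabelled library. X-linked genes lay 0.028 from autosomal genes in log2 fold change, which argues against a second active X chromosome. The test written beforehand asked whether all other Y chromosome genes with at least 20 WT reads were also low. By its set threshold it came out against this: reads in libraries labelled *Tet2*-KO were 66.0% of those in WT over 16 genes. *Gm47283*, near the distal end of the chromosome, held 99.6% of the WT reads. That gene alone set the outcome, so the test cannot decide whether the rest of the chromosome is absent. With *Gm47283* and its neighbour *Mid1-ps1* left out, a choice made after their values had been seen, the share was 17.7% over 14 genes, 11 of them lower. Because of that choice, the 17.7% decides nothing. A loss of part of the Y chromosome, or of all of it with the distal reads coming from elsewhere, may explain the pattern and stays open, as does a difference between the lines that precedes the knockout.

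Genes shifted together along 7 stretches of chromosomes, found in windows of 25 consecutive genes after chromosome medians had been viewed, with the window size chosen afterwards. The lower stretches were on chromosome 6 from 72565922 to 142363257 (288 genes, median -0.44), chromosome 13 from 93146282 to 119790889 (104 genes, -0.46), chromosome 1 from 166130238 to 174822729 (41 genes, -0.33), chromosome 10 from 80665327 to 81771161 (40 genes, -0.21) and chromosome 12 from 17348458 to 32979860 (38 genes, -0.27). The higher ones were on chromosome 4 from 143412426 to 147809788 (25 genes, 0.35) and chromosome 6 from 137754546 to 149563329 (39 genes, 0.40), which overlaps the end of the lower one. In 100 shuffles of the genes no window lay below -0.37 or above 0.34, which argues against chance clustering for the stretches of chromosomes 6 and 13. The lowest windows of chromosomes 10 (-0.53) and 12 (-0.55) and the highest window of the higher stretch of chromosome 6 (0.52) also lay beyond the shuffles. The stretch of chromosome 4 rests on 1 window at 0.35, barely beyond the shuffles, and the lowest window of chromosome 1 was -0.39. For chromosomes 6 and 13, GC-matched genes elsewhere had medians no lower than -0.036, which argues against GC content. A candidate explanation is a difference in copy number between the cell lines. Genes not used to find these stretches lay -0.41 from such genes elsewhere (344 genes, 71.8% lower), in the same libraries. Which line differs is not shown, and these values say nothing on an effect of TET2. *Tet3* and *Gapdh* lie in the lower stretch of chromosome 6.

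All 12 tested genes of the 2-cell-like list were lower. Reads shared between near-identical copies do not account for it, since the summed *Zscan4* genes fell alike (log2 fold change -2.87). A second list had a median of -2.12 (camera adjusted p = 0.000569 with Benjamini-Hochberg adjustment), with 13 of 13 genes lower. Fewer cells in a 2-cell-like state may therefore lie behind the change, whether from the knockout or from a difference between the lines.

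Fibroblast genes of the first list were highest in the WT 10 min and *Tet2*-KO 20 min libraries of their genotype for 9 of 9 tested, a pattern defined from that list. In a second list 4 of 15 genes showed it and 11 did not, against 7.58% of all genes (exact hypergeometric test across genes, which are not replicates, p = 0.0228). Feeder cells carried over in some dishes are a candidate source, with weak backing from the second list. The most abundant genes of the 2 lists were read in every group, with group means of 393 to 480 CPM for *Cald1*, 38.7 to 88.7 for *Fstl1* and 17.0 to 36.4 for *Col5a1*, and of these 3 genes *Col5a1* alone showed the pattern.

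*Egr1* was lower in libraries labelled *Tet2*-KO and in WT fell by 2.92 on the log2 scale from 10 to 40 min relative to TMM, or by 0.63 on the spike-in scale, where the total rises with labelling time. The other 12 immediate early genes had a median change of 0.42 over the same interval relative to TMM, but they ranged from -0.81 to 1.09 and 3 of them fell. On the spike-in scale 0 of the 12 fell. A response to handling stays open. The 12 ERK targets had a median log2 fold change of -0.17 and were lower as a list (camera adjusted p = 0.00969 with Benjamini-Hochberg adjustment over the 3 later lists, direction the same under fry with TMM), with 6 lower and 2 higher. On the spike-in scale 7 were higher and 3 lower, and the list turned upward. Weaker ERK signalling may contribute, and the members that go both ways leave it open. By the paper's methods all mES cells were kept in PD0325901, a MEK inhibitor, which would limit ERK signalling in both lines.

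By a threshold chosen afterwards, 9 genes had at least 30 reads in all 9 WT libraries and at most 3 in all 9 labelled *Tet2*-KO, and 3 genes the reverse. *Ubd* and *Olfr94* are neighbours on chromosome 17, and *Gm49379*, *Gm21863*, *Gm40853* and *Gm49381* lie together on chromosome 12. *Apoa2*, *Olig2* and *Eif3s6-ps2* were the others seen in WT, and *Gm6594*, *Gm8210* and *Gm13137* those seen in *Tet2*-KO. The genes named on chromosome 12 lie in its lower stretch and *Apoa2* in that of chromosome 1, while *Gm13137* lies in the higher stretch of chromosome 4. The others lie outside the stretches. No explanation was tested for these genes, and a near absence of reads goes beyond the median shift of those stretches.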
